# *In vitro* assessment of the immunomodulatory effects of probiotic *Bacillus* strains on chicken PBMCs

**DOI:** 10.3389/fimmu.2024.1415009

**Published:** 2024-07-29

**Authors:** Filip Larsberg, Maximilian Sprechert, Deike Hesse, Clemens Falker-Gieske, Gunnar Loh, Gudrun A. Brockmann, Susanne Kreuzer-Redmer

**Keywords:** antimicrobial resistance, immune-modulating feed additives, probiotics, broiler chicken, *Bacillus* spp.

## Abstract

The beneficial effects of feeding probiotic *Bacillus subtilis* DSM 32315 (BS) and *Bacillus velezensis* CECT 5940 (BV) to chickens *in vivo* are well-documented, with potential immune modulation as a key mechanism. In this study, we investigated the direct interactions of chicken peripheral blood mononuclear cells (PBMCs) with BS or BV *in vitro* through whole transcriptome profiling and cytokine array analysis. Transcriptome profiling revealed 20 significantly differentially expressed genes (DEGs) in response to both *Bacillus* treatments, with twelve DEGs identified in BS-treated PBMCs and eight in BV-treated PBMCs. Pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) indicated significant regulation of immune-related pathways by both BS and BV. Notably, BS treatment upregulated genes associated with immune cell surface markers (CD4, CD25, CD28), anti-inflammatory cytokine interleukin-10 (IL-10), and C-C motif chemokine ligand 5 (CCL5), while downregulating the gene encoding pro-inflammatory IL-16. BV treatment similarly affected genes associated with immune cell surface markers, IL-16, and CCL5, with no impact on the gene encoding IL-10. Both treatments induced higher expression of the gene encoding the avian β-defensin 1 (AvBD1). The results of this *in vitro* study indicate an immunomodulatory effect of BS and BV in chicken PBMCs by regulating genes involved in anti-inflammatory, bacteriostatic, protective, and pro-inflammatory responses. Consequently, BS and BV may serve to augment the immune system’s capacity to defend against infection by modulating immune responses and cytokine expression. Thus, the administration of these probiotics holds promise for reducing reliance on antimicrobials in farming practices.

## 1 Introduction

Feed additives, such as probiotics (1), have the potential to improve the health of animals and humans and, thus, may help to prevent and reduce the usage of antimicrobials. Supplemental probiotics comprise mainly vital bacteria, fungi, and yeast that contribute to a healthy digestive system. Probiotics have varying and strain-specific beneficial effects on the host (2). These range from improving the intestinal epithelial barrier and excluding pathogenic bacteria to modulating the immune system (3). Immune-modulating probiotics, so-called immunobiotics, have been demonstrated to promote health by activating antigen-presenting cells (APCs) and modulating immune responses through the expression of immune-cell-specific genes (4). This potentially results in a more robust defense against infections and a balanced immune response.

APCs, including macrophages and dendritic cells, interact with probiotic bacteria by pattern recognition receptors (PRRs) such as Toll-like receptors on the surface of APCs. These receptors are capable of recognizing microbe-associated molecular patterns (MAMPs) which are present on probiotics. Activated APCs influence the differentiation of the immune response and regulate the production of pro- and anti-inflammatory cytokines. In mammals, probiotic bacteria were shown to modulate the balance between different T-helper cell types and their associated cytokines (5). Consequently, APCs can activate naive T cells and direct T-helper cell responses towards T-helper cell type 1 (Th1), Th2, Th17 or regulatory patterns involving regulatory T cells (Tregs) (6). In mammals, the Th1 immune response is primarily characterized by interferon-γ (IFN-γ) production, whereas the Th2 response is distinguished by the release of interleukin 4 (IL-4) and IL-5 (6). The Th17 response is characterized by the production of IL-17, whereas the induction of Tregs is primarily facilitated by transforming growth factor β (TGF-β) and associated with IL-10 or TGF-β production (6, 7). Additionally, probiotics have been demonstrated to facilitate the maturation of B cells into immunoglobulin A-producing plasma cells (6).

Moreover, probiotics were shown to enhance the production and secretion of host defense peptides (HDP), also known as antimicrobial peptides (AMPs) (8).

AMPs represent critical components linking the innate with the adaptive immune response (9). In chickens, AMPs include a total of 14 avian β-defensins (AvBDs) and four cathelicidins (CATHs) (10). AMPs are expressed in a wide range of tissues. They possess a broad spectrum of antimicrobial activities against various infectious agents, including bacteria, protozoa, viruses and fungi (10). In chickens, some of these AMPs, such as the leukocyte-derived AvBD1 and AvBD2, have been shown to have direct negative effects on microorganisms, including *Escherichia coli*, *Listeria monocytogenes*, and *Candida albicans* (11). Other experiments provided evidence for the induction of AMP production by feed additives such as butyrate, polyphenols, and peptidoglycan derived from *Lactobacillus rhamnosus* MLGA (12–14). Selected *Bacillus* species represent widely and often used probiotics, which are generally considered as biologically safe for the use in the poultry industry (15). Recently, we have reported T cell stimulation after *in vitro* exposure of chicken peripheral blood mononuclear cells (PBMCs) to two commercially available in-feed probiotics: *B. subtilis* DSM 32315 (BS) and *B. velezensis* CECT 5940 (BV, formerly known as *B. amyloliquefaciens* CECT 5940) (16). In the previous study, we examined the impact of both *Bacillus* strains on PBMCs, with a particular focus on the proportions of crucial T cell surface markers, including cluster of differentiation 4 (CD4), CD8, and CD25, which were quantified using flow cytometry.

To gain more insights into the mode of action of the *Bacillus* strains used, the current study aimed to assess the effects of vital BS or BV on chicken PBMCs on transcript and protein expression using RNA sequencing and a chicken cytokine array. Moreover, we ran Kyoto Encyclopedia of Genes and Genomes (KEGG)-based pathway analysis (17) to identify particularly affected and enriched pathways upon probiotic treatment.

This *in vitro* study enhances our understanding of how probiotics influence immune cells, paving the way for targeted administration of probiotics in animal feed to enhance chicken health and combat infectious diseases. It also establishes a foundation for future research exploring optimal probiotic formulations and application strategies in poultry farming, aimed at reducing the need for subtherapeutic antimicrobials and mitigating risks associated with microbial resistance.

## 2 Materials and methods

### 2.1 Animals, housing, feeding, and tissue collection

In total, seven four- to six-week-old broiler chickens of the commercial breed Cobb500 (Cobb Germany Avimex GmbH) were used. Broiler chickens were fed a starter diet from day 1 to day 14 post hatch, and a grower diet afterwards (H. Wilhelm Schaumann GmbH, Pinneberg, Germany). The animals were fed *ad libitum* and water was always available. For experiments, the birds were stunned and decapitated. The blood was sampled in sodium citrate (Na-citrate) pre-filled polystyrene tubes (VACUETTE®, Greiner Bio-One, Kremsmünster, Austria). The study was approved by the local state office of occupational health and technical safety “Landesamt für Gesundheit und Soziales Berlin” (LaGeSo Reg. T 0151/19, T-HU-07/21).

### 2.2 PBMC isolation and culture

PBMCs were isolated using combined dextran-ficoll isolation as described previously (18). In brief, blood was diluted with Dulbecco’s phosphate-buffered saline (DPBS, Gibco™, ThermoFisher Scientific, Waltham, Massachusetts, USA) containing 2 mM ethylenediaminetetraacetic acid (EDTA, Carl Roth, Karlsruhe, Germany) 1:1, mixed with 3% dextran (Carl Roth) in a ratio of 1:0.4, and centrifuged at 50 x g for 20 min. Thereafter, the upper phase was collected, layered onto an equal volume of Histopaque-1077 (Sigma-Aldrich, St. Louis, Missouri, USA), and centrifuged at 900 x g for 30 min. The PBMCs at the interphase were collected, washed twice with DPBS/EDTA in a new 50 ml tube, and centrifuged at 400 x g for 10 min. Isolated PBMCs were adjusted to 5x10**^6^** cells/ml vital cells using Tali™ image-based cytometer (ThermoFisher Scientific) with propidium iodide (PI, ThermoFisher Scientific) as a viability marker. PBMCs were cultured in RPMI 1640 medium (Gibco™, ThermoFisher Scientific) with 10% chicken serum (Gibco™, ThermoFisher Scientific) and 1% penicillin (10000 U/ml)-streptomycin (10000 µg/ml) (Pen/Strep, Gibco™, ThermoFisher Scientific) at 41°C with 5% CO_2_. The next day, further experiments, as for example the co-culture of PBMCs with *Bacillus* strains, were performed.

### 2.3 Bacterial strains and culture

RPMI 1640 medium was inoculated with either *B. subtilis* DSM 32315 (BS) or *B. velezensis* CECT 5940 (BV). Bacteria were cultured overnight at 37°C and 120 rpm. To define the actual colony forming units per milliliter (cfu/ml), the bacterial growth (OD600) was measured on a Tecan Infinite® M200 Pro plate reader with Magellan™ v. 7.1 software (Tecan Group AG, Männedorf, Switzerland). Bacterial cultures were plated on tryptic-soy agar (TSA, Carl Roth) on petri dishes (Greiner Bio-One, Frickenhausen, Germany) and counted the next day.

### 2.4 Probiotic treatment/co-culture

Co-culture experiments were conducted using probiotic bacterial strains and 1x10^6^ PBMCs with either BS or BV in a ratio of 1:3 (PBMC: *Bacillus*). This ratio was found to be optimal in previous experiments (16). The experiments were carried out in 24-well plates (Eppendorf, Hamburg, Germany) for 24 h. All experiments were performed in RPMI 1640 medium containing 10% chicken serum without Pen/Strep at 41°C with 5% CO_2_. For all co-culture experiments, concanavalin A (conA, Vector Laboratories, Newark, California, USA) was used as a positive control for cell proliferation. PBMCs were treated in a concentration of 10 µg/ml conA. After 24 h, cells were harvested and centrifuged at 400 x g for 10 min. The co-culture supernatants were transferred to cryogenic vials (Corning®, VWR International, Radnor, Pennsylvania, USA). The co-culture supernatants and the cell pellets were stored at -80°C for chicken cytokine array analyses and RNA isolation, respectively.

### 2.5 Cytokine measurement

The Quantibody® chicken cytokine array Q1 (RayBiotech, Peachtree Corners, GA, USA) was used to detect a selection of cytokines and chemokines (IL-6, IL-10, IL-12, IL-16, IL-21, CCL5), which are related to inflammatory processes, in the supernatants of the co-culture of chicken PBMCs with BS or BV (see 2.4). Sample preparation as well as data acquisition and analysis were performed by RayBiotech from co-culture supernatants which were sent to the company on dry ice.

### 2.6 RNA isolation

Total RNA was isolated from PBMCs from six different chickens (biological replicates) of pooled experimental (technical) duplicates from each chicken after treatment with either BS, BV or conA or untreated samples (medium) according to the manufacturer’s total RNA isolation protocol (NucleoSpin RNA Plus XS, Macherey-Nagel, Düren, Germany). Quantification of RNA was performed using a NanoDrop instrument (ND-1000, ThermoFisher Scientific). Quality was further controlled by a fluorescence-based quantification method and fragment length analysis by CeGaT GmbH. For total RNA sequencing (RNA-Seq), the integrity number (RIN) of the RNA had to be >4.

### 2.7 RNA sequencing and bioinformatics

Total RNA sequencing using a 100-base paired-end approach was carried out on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) by CeGat GmbH (Tübingen, Germany). Libraries were prepared from 10 ng of total RNA using the SMART-Seq Stranded Kit (Takara Bio Inc., Kusatsu, Shiga, Japan). Demultiplexing of sequencing reads of different samples was performed with Illumina bcl2fastq (version 2.20). Adaptors were trimmed with Skewer (version 0.2.2). Trimmed raw reads were aligned to GRCg6a (GCA_000002315.5) using STAR (version 2.7.3). The quality of the FASTQ files was analyzed with FastQC (version 0.11.5). Differential gene expression between treatment and control groups was analyzed using DESeq2 (version 1.24.0) in R (version 3.6.1). The raw counts derived from the mapping contain the number of reads that map to each geneID. Based on these numbers the normalized read counts were calculated. In the first step of the normalization, DESeq2 calculates a fictive “reference sample” which is defined as the geometric mean for each gene across all samples regardless of group affiliation. The counts for each gene and sample are afterwards divided by this reference value. In the next step, the size factor is estimated for each sample by calculating the median of these ratios. To get the normalized read counts for each gene and sample, the raw counts were divided by the sample’s size factor. This normalization accounts for different library sizes and for biases. Genes with less than two reads over all samples were removed. Using the normalized read counts, the Log_2_ fold change (FC) was calculated and tested for statistical significance by Wald test. Benjamini-Hochberg correction was used to correct for multiple testing. Genes with a Log_2_ FC > |1.5| and adjusted p-value (padj) < 0.05 were considered as significantly differentially expressed.

In addition to the global analyses, we specifically analyzed the normalized read counts of immune cell receptor genes which were obtained by DESeq2 with a padj > 0.05, such as *CD4*, *CD8*, *CD25*, and *CD28*. The related cell surface receptors were shown to be affected on T cells in chicken PBMCs upon treatment with probiotic BS and BV in a previous study (16). Moreover, we investigated the normalized read counts of cytokines with a padj > 0.05 and compared them with the results of the protein concentrations in co-culture supernatants obtained by the cytokine array. The normality of the data was assessed using the Shapiro-Wilk test. Depending on the distribution, a paired t-test or Wilcoxon rank-sum test was performed to compare the effects of probiotic treatment with the untreated control. Scatter dot plots showing the mean with standard deviation (SD) were chosen for graphical representation of the gene expression data and protein concentrations in co-culture supernatants. The graphical representations and analyses were conducted using GraphPad Prism 8.0.2 (GraphPad Software, San Diego, CA, USA). Statistical significance was considered at p < 0.05, with the following symbols indicating the level of significance: * = p < 0.05, ** = p < 0.01. Statistical tendencies were noted at p < 0.1, indicated by +. The RNA-sequencing data used in this study can be found in the Gene Expression Omnibus (GEO) under accession no. GSE272225.

### 2.8 Gene set enrichment analysis

Gene cluster comparisons and visualizations were achieved with the R package clusterProfiler (version 4.8.1) (19). Gene symbols were converted to ensemble IDs with the clusterProfiler Biological Id Translator (bitr). KEGG pathway analysis was done with enrichKEGG (settings: pvalueCutoff = 1, pAdjustMethod = “BH”, minGSSize = 10, maxGSSize = 500, qvalueCutoff = 0.25, use_internal_data = FALSE). Genes with p < 0.05 and an absolute Log_2_ FC > 0.5 were used as input. Plots were drawn with the dotplot function.

## 3 Results

### 3.1 Differentially expressed genes and differentially regulated pathways between BS- or BV-treated and untreated PBMCs

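PBMCs (peripheral blood mononuclear cells, mainly lymphocytes and monocytes) of 6 chickens were cultured for 24 h as a negative control, with BS or BV at 3 bacteria per PBMC, or with conA, a plant lectin that activates T cells. The experimental duplicates of each chicken were pooled by the authors before sequencing, which gave 24 libraries of total RNA, 1 per chicken and condition. The authors aligned the reads to the chicken genome GRCg6a and counted them on Ensembl gene IDs. The deposited tables hold these counts, and the same counts divided by a DESeq2 size factor per library (normalized counts). Between 20189066 and 29764271 reads per library were counted on genes in the control (median 24246080), between 12170873 and 30040702 after BS (median 22734016.5) and between 21778481 and 27815065 after BV (median 24548928). For the comparison across all genes, 20266 of 23910 genes had at least 2 reads over the 24 libraries and were tested with edgeR's quasi-likelihood test after TMM normalization. The control, BS and BV libraries entered 1 fit of 18 libraries with no term for the chicken, since the paper's methods name none. As the same 6 chickens supply all 3 groups, this fit ignores the pairing and leaves differences between chickens in its spread. A fit with the chicken as a block takes them out. A gene was called at an absolute log2 FC above 1.5 and a Benjamini-Hochberg adjusted p under 0.05.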

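With edgeR's quasi-likelihood test, 0 genes were called after BS and 0 after BV. At an unadjusted p under 0.05 were 637 genes after BS and 597 after BV. DESeq2 called 13 genes after BS and 9 after BV on the same 18 libraries, and 10 and 7 genes with all 24 libraries in the fit. Among the alternatives with both thresholds set beforehand, the chicken as a block moved the counts most. With this block, edgeR called 36 genes after BS, 33 of them higher than in the control, and 28 genes after BV, 27 of them higher. With each chicken left out of the blocked fit in turn, 21 to 37 genes were called after BS and 10 to 33 after BV. The lowest number after either strain came without chicken 1, and without chicken 6 the number after BV was 16. On simulated counts of the same 20266 genes, in which 200 genes were changed 4-fold, edgeR's test without the block called 182 of these for BS and 184 for BV, the blocked fit 200 for both, and DESeq2 188 and 189. Among the unchanged simulated genes, the blocked fit called 22 for BS and 14 for BV, and the others called at most 1. The changed genes were drawn from genes without low counts and were changed alike in every chicken. Recovery was thus not tested for genes at low counts or for changes that vary between chickens.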

The comparative analysis of PBMCs cultured as a negative control and PBMCs treated with the probiotics BS or BV revealed twelve differentially regulated genes that were affected by BS treatment and eight genes after BV treatment. Seven of the significantly differentially expressed genes (DEGs) were overlapping between both groups of probiotic treatments (**Figures 1A–C**).

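The number of genes called after both strains was 0 with edgeR's test, while 160 genes common to both comparisons had an unadjusted p under 0.05 and an absolute log2 FC above 0.5. DESeq2 called 8 genes after both strains on the same libraries and 6 with all libraries. With the chicken as a block, edgeR called 21 genes after both, and DESeq2 called 22. Without chicken 1 the blocked edgeR fit called 9 shared genes, and without chicken 6 it called 14. Normalized counts of IL1R2, IL8L1, CD72, CD72AG, AVD, ACTA2 and LAMP3 were higher than in the control in 6 of 6 chickens after BS and in 6 of 6 after BV, and 6 of these 7 genes were called after both strains with the block. Across the 20266 genes, the log2 FC after BS and after BV had a Pearson's r of 0.575 and a Spearman's rho of 0.565. These coefficients are across genes, which are not independent replicates, and both comparisons use the same control libraries. In 20 simulations of 3 unchanged groups, where both comparisons shared the simulated controls, r was between 0.477 and 0.517. With the chicken as a block r was 0.576, and when the 3 groups were exchanged within chicken, 100 assignments, the real one included, gave 0.416 to 0.587, of which 3 were above the real one. For BS against BV, edgeR called 0 genes, with 227 genes at an unadjusted p under 0.05. DESeq2 also called 0 genes between the strains in both fits, and DESeq2 with the chicken as a block called 9, of which 3 were higher and 6 lower after BS.

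**Figure D1:**
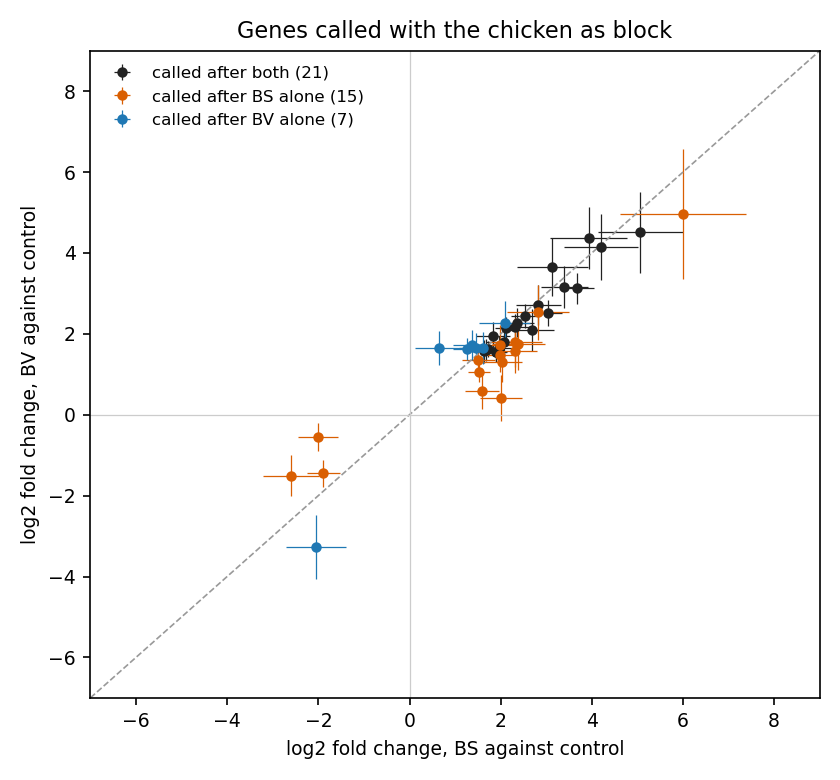
Log2 FC against the control after BS (x axis) and after BV (y axis) of the genes called by edgeR with the chicken as a block, with bars for the standard error and a dashed line where both are equal. Each point is a gene: 21 were called after both strains, 15 after BS alone and 7 after BV alone, and each of them had the same sign after both.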

**Figure 1:**
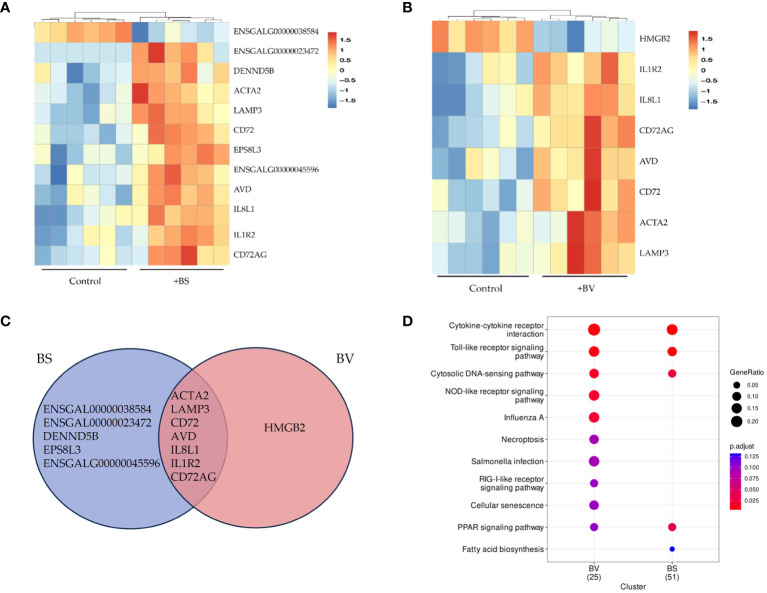
Differentially expressed genes in chicken PBMCs after exposure to vital *B*. *subtilis* DSM 32315 (BS) and *B*. *velezensis* CECT 5940 (BV). **(A)** BS and **(B)** BV: Heatmap of the differentially expressed genes between BS or BV treatment and the control. The hierarchical clustering shows two main groups. Red tiles represent up-regulated genes with adjusted p-values (padj) below 0.05. Blue tiles represent down-regulated genes with padj below 0.05. Darker colors correspond to higher values (range between -1.5 and 1.5). **(C)** Venn diagram showing the number of overlapping differentially expressed genes between BS-treated and BV-treated PBMCs. **(D)** KEGG enrichment for differentially expressed genes (Log_2_ FC > 0.5, p < 0.05) in two clusters, namely BS and BV. The size of each circle shows the gene ratio, representing the percentage of significant genes over the total genes in a given pathway. Different colors of each circle indicate the adjusted p-value (p.adjust) as false discovery rate (FDR). The significantly enriched KEGG pathways are shown. Data represent the results of six biological replicates after treatment with BS or BV.

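CD72 (ENSGALG00000005194), which encodes a surface lectin of B cells, had 95.3 ± 52.6 normalized counts (SD, n = 6 chickens) after BS and 11.4 ± 5.57 in the control. Its log2 FC was 3.06 (SE 0.52, adjusted p = 0.0822 from edgeR), and its adjusted p was between 3.6e-14 and 0.583 over 14 alternatives. AVD (ENSGALG00000025945), the gene of avidin, had 322 ± 219 normalized counts against 25.6 ± 30.8, a log2 FC of 3.62 (SE 0.80, adjusted p = 0.637 from edgeR, 4.9e-15 to 1 over the alternatives). For the chemokine gene IL8L1 (ENSGALG00000011668), 79.7 ± 54.1 normalized counts stood against 6.62 ± 7.76, a log2 FC of 3.46 (SE 0.62, adjusted p = 0.136 from edgeR, 7.4e-06 to 0.943 over the alternatives). IL1R2, a decoy receptor gene, had 109 ± 57.4 normalized counts against 19.9 ± 18.1 (log2 FC 2.41, SE 0.58, adjusted p = 0.665 from edgeR, 1.8e-08 to 1 over the alternatives). ENSGALG00000038584 was lower in 6 of 6 chickens, at 24.7 ± 7.07 normalized counts against 68.2 ± 11.7 (log2 FC -1.45, SE 0.24, adjusted p = 0.0822 from edgeR, 1.3e-07 to 0.583 over the alternatives). DENND5B, ENSGALG00000045596, CD72AG, ACTA2, LAMP3 and EPS8L3 had log2 FC between 1.05 and 2.66 and edgeR adjusted p between 0.271 and 0.665. These 6 genes and IL1R2, IL8L1, CD72 and AVD were higher in 6 of 6 chickens. ENSGALG00000023472 was higher in 5 of 6, with 41 reads over the BS libraries and 0 over the control libraries, which is at least 14.9-fold higher against a floor of 3 reads over the control group. The reads of CD72 and CD72AG, and those of IL8L1 and IL8, could have been split between similar genes in the counting. The summed normalized counts of CD72 and CD72AG were 199 ± 93.3 after BS and 49.0 ± 8.09 in the control, and those of IL8 and IL8L1 were 244 ± 127 and 48.6 ± 38.0. Both sums were higher in 6 of 6 chickens (two-sided exact paired permutation test, p = 0.03125, the smallest that 6 pairs can give). With the chicken as a block, all 12 genes had an adjusted p under 0.05 in edgeR, and 9 of them also exceeded the log2 FC threshold. The other 3, DENND5B, CD72AG and ENSGALG00000038584, had log2 FC of 1.06, 1.37 and -1.44 in that fit.

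**Figure D2:**
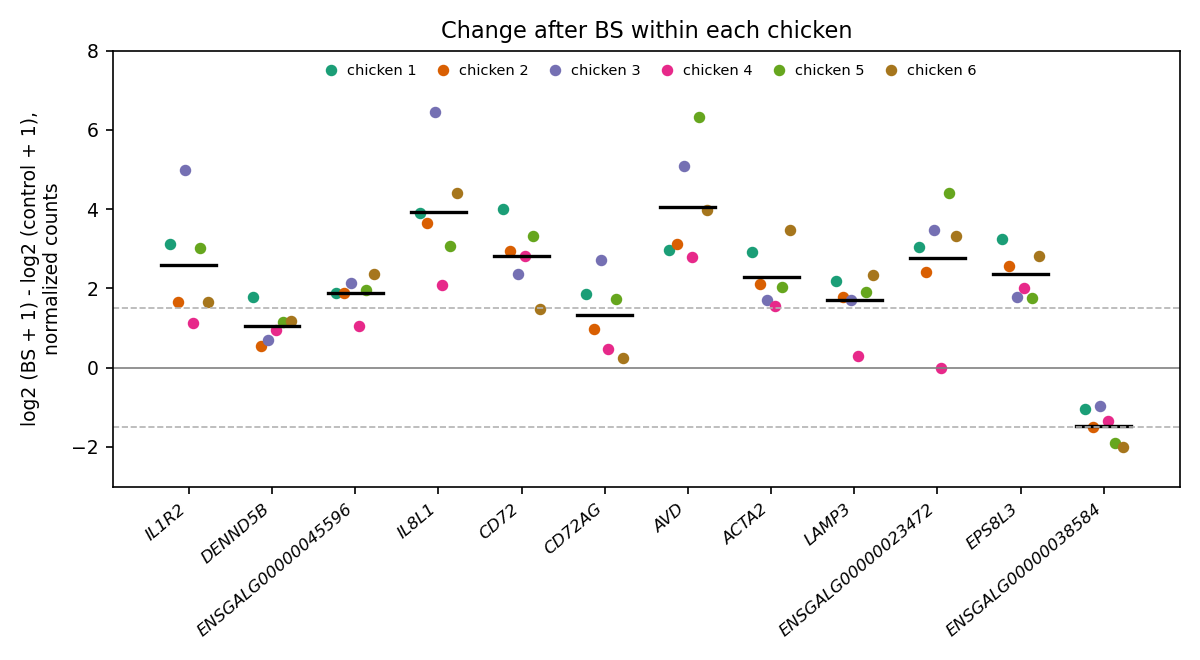
Log2 ratio of normalized counts, (BS + 1) over (control + 1), for 12 genes in each of the 6 chickens. Points are chickens, black bars their means, and dashed lines mark log2 ratios of 1.5 and -1.5. ENSGALG00000038584 lies below 0 in 6 of 6 chickens.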

In BS-treated PBMCs, eleven DEGs (Log_2_ FC > 1.5, padj < 0.05) were up-regulated (*IL1R2*, *DENND5B*, ENSGALG00000045596*, IL8L1, CD72, CD72AG, AVD, ACTA2, LAMP3*, ENSGALG00000023472*, EPS8L3*) and one was downregulated (ENSGALG00000038584) (**Figures 1A, C**). 

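Hierarchical clustering (Euclidean distance, complete linkage, 2 clusters) was applied to log2(normalized counts + 1), scaled per gene, of the 12 control and BS libraries. Over the 12 genes listed by the paper for BS, the 6 control libraries formed 1 cluster and the 6 BS libraries the other. The 8 genes listed for BV separated the 6 control from the 6 BV libraries in the same way. Average linkage gave the same number of separated libraries, 12 of 12, for both strains. These genes were selected for their difference between the groups in these libraries, so that the separation is not independent evidence. Over the 500 most variable genes, 6 of 12 libraries lay in the cluster of their group, the lowest number that this count can take. Both libraries of each of the 6 chickens then fell in the same cluster, with chickens 1 and 2 in the one and chickens 3 to 6 in the other. After centring each gene on the chicken, the same 500 genes placed 6 of 12 libraries with their group for BS and 8 of 12 for BV. They were chosen before the centring, so that the genes most variable within chickens were not tested.

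**Figure D3:**
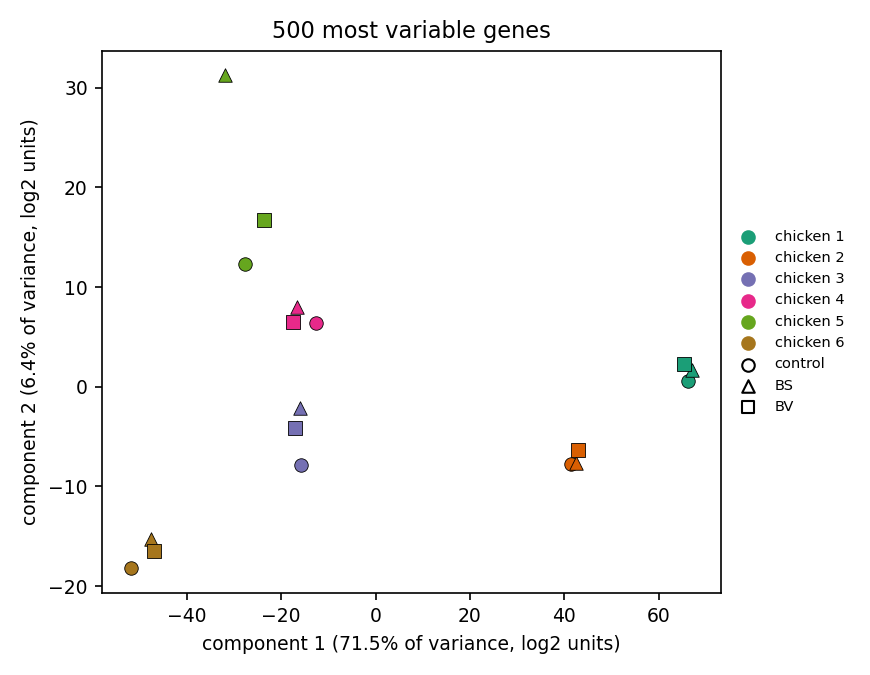
First and second principal component (log2 units) of the 500 most variable genes in the 18 control, BS and BV libraries, with the chicken as colour and the condition as symbol. Component 1 holds 71.5% of the variance, with chickens 1 and 2 between 41.5 and 67.2 and chickens 3 to 6 between -51.9 and -12.7.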

Hierarchical clustering clearly revealed two distinct groups one for the untreated control samples and one for the BS-treated PBMCs (**Figure 1A**). 

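At an unadjusted p under 0.05 and an absolute log2 FC above 0.5, edgeR's test selected 452 genes after BS, of which 241 were higher than in the control and 243 had a gene symbol. The stricter filter on low counts, edgeR's filterByExpr, gave 205, and the chicken as a block gave 738. DESeq2 selected 340 genes on the same libraries and 338 with all libraries. With each chicken left out in turn, the number was between 374 and 467. Pathway enrichment was not tested again, and the genes of the pathways were taken from Supplementary Table 1.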

KEGG pathway analysis was performed with 252 differentially expressed genes (Log_2_ FC > 0.5, p < 0.05) in BS-treated PBMCs. Four significantly enriched KEGG pathways (padj < 0.05) were identified, namely cytokine-cytokine receptor interaction, toll-like receptor (TLR) signaling pathway, cytosolic DNA-sensing pathway, and peroxisome proliferator-activated receptor (PPAR) signaling pathway (**Figure 1D** and **Supplementary Table 1**). 

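Supplementary Table 1 lists 6 genes for TLR signaling, and all 6 had an unadjusted p under 0.05 and an absolute log2 FC above 0.5 in edgeR. The genes listed for each pathway were selected by the authors with these thresholds in the same libraries. Meeting them again is thus not independent evidence for a pathway. IL8L1, IL8, CCL4, CCL5 and IL1B were higher after BS. FOS was lower in 5 of 6 chickens, at 233 ± 134 normalized counts (SD, n = 6 chickens) against 552 ± 418 in the control (log2 FC -1.24, SE 0.56, adjusted p = 1 from edgeR, 0.0033 to 1 over 14 alternatives). All 4 genes listed for the cytosolic DNA-sensing pathway (MLKL, CCL4, CCL5 and IL1B) met the same rule, with log2 FC from 1.68 to 2.81. The files hold 2 entries named CCL4, whose reads could have been split between similar genes. The entry with 33.4 ± 40.5 normalized counts against 4.60 ± 6.49 met this rule, and the other, with 279 ± 174 against 138 ± 112, did not. Of the 4 genes listed for PPAR signaling, CYP8B1 was not found in the files. FABP4 was lower in 6 of 6 chickens, at 68.6 ± 40.0 against 284 ± 330.4 normalized counts (log2 FC -2.07, SE 0.76), and met the rule. ACSL1, at 227 ± 145 against 103 ± 64.3 and higher in 6 of 6 chickens, and APOC3, at 1.20 against 2.76 and higher in 2 of 6, did not. With the chicken as a block ACSL1 met the rule as well, at a log2 FC of 1.13 (adjusted p = 9.4e-05 from edgeR, 4.0e-07 to 1 over 14 alternatives).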

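For cytokine-cytokine receptor interaction in BS-treated PBMCs, Supplementary Table 1 lists XCL1, CSF2RA, IL1R2, IL8L1, IL8L2, CCL4, CCL5, IL1B and CSF3. IL8L2 is the gene that the files name IL8. All 9 were higher after BS than in the control, with log2 FC from 1.09 to 5.00, and 8 of them had an unadjusted p under 0.05 in edgeR. The exception was CSF2RA, with 75.3 ± 38.2 normalized counts (SD, n = 6 chickens) against 34.0 ± 26.7, and with the chicken as a block its adjusted p from edgeR was 0.0126 (6.3e-04 to 1 over 14 alternatives, at most 0.0560 with the block and 1 chicken left out). Counts of CSF3, which encodes a growth factor of granulocytes, were low, with 79 reads over the 6 BS libraries and 2 over the 6 control libraries. Scaled by library size, this is a ratio of 43.1, with a 95% exact counting interval of 11.5 to 362. Such intervals and floors cover counting error only. XCL1 had 8.84 ± 5.35 normalized counts after BS and 3.26 ± 2.71 in the control, and was higher in 5 of 6 chickens.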

Among those, the cytokine-cytokine receptor interaction pathway displayed the highest level of enrichment.

For PBMCs treated with BV, eight DEGs (Log_2_ FC > 1.5, padj < 0.05) were found of which seven were upregulated (*IL1R2, IL8L1, CD72, CD72AG, AVD, ACTA2, LAMP3*) and one was downregulated (*HMGB2*) (**Figures 1B, C**). 

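HMGB2 had 396 ± 52.0 normalized counts (SD, n = 6 chickens) after BV and 659.7 ± 62.5 in the control, and was lower in 6 of 6 chickens. Its log2 FC was -0.73 (SE 0.11, adjusted p = 0.0489 from edgeR, 3.1e-19 to 0.927 over 14 alternatives), and with each chicken left out in turn it was between -0.75 and -0.70. The adjusted p of HMGB2 was under 0.05 in 5 of these alternatives. After BS, the log2 FC of HMGB2 was -0.58 (adjusted p = 0.271 from edgeR, 7.8e-12 to 1 over the alternatives), and the difference between the strains was not called. CD72 had 65.6 ± 45.9 normalized counts after BV, a log2 FC of 2.53 (SE 0.53, adjusted p = 0.485 from edgeR, 2.1e-09 to 1 over the alternatives). AVD had 239 ± 271 normalized counts (log2 FC 3.18, SE 0.80, adjusted p = 0.911 from edgeR, 2.8e-10 to 1 over the alternatives) and IL8L1 63.5 ± 34.9 (log2 FC 3.20, SE 0.63, adjusted p = 0.485 from edgeR, 7.6e-06 to 1 over the alternatives). IL1R2, CD72AG, ACTA2 and LAMP3 had log2 FC of 2.26, 1.50, 2.46 and 1.64. The summed normalized counts were 175 ± 81.1 for CD72 and CD72AG and 232 ± 102 for IL8 and IL8L1. With the chicken as a block, all 8 genes had an adjusted p under 0.05 in edgeR, and 6 of them also exceeded the log2 FC threshold. The exceptions were CD72AG and HMGB2, with log2 FC of 1.45 and -0.74 in that fit.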

KEGG pathway analysis of 154 differentially expressed genes (Log_2_ FC > 0.5, p < 0.05) identified five pathways being significantly enriched (padj < 0.05). These pathways were cytokine-cytokine receptor interaction, TLR signaling, cytosolic DNA-sensing, nucleotide-binding oligomerization domain-like receptor signaling, and influenza A (**Figure 1D** and **Supplementary Table 2**).

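The rule of the KEGG input selected 449 genes after BV with edgeR's test, of which 236 were higher than in the control and 228 had a gene symbol. DESeq2 selected 275 genes on the same libraries and 283 with all 24, filterByExpr left 193, and the chicken as a block gave 681. Leaving each chicken out in turn, 357 to 456 genes were selected.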

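All genes that Supplementary Table 2 lists for these pathways met the rule of the KEGG input in edgeR. They had been selected by this rule in the same libraries, so that this is not independent evidence for the pathways. The 4 genes listed for TLR signaling, for NOD-like receptor signaling and for influenza A are the same, namely IL8L1, IL8L2 (named IL8 in the files), CCL5 and IL1B. For cytokine-cytokine receptor interaction, IL1R2 and TNFRSF11B are listed besides. Log2 FC of the 6 genes were between 1.61 and 3.20. TNFRSF11B had 4.48 ± 4.02 normalized counts (SD, n = 6 chickens) after BV and 0.719 ± 0.955 in the control, and was higher in 5 of 6 chickens. The cytosolic DNA-sensing pathway is listed with MLKL, CCL5 and IL1B. MLKL was higher in 6 of 6 chickens, with 17.7 ± 12.9 normalized counts against 3.53 ± 4.23 (log2 FC 2.38, SE 0.69, adjusted p = 1 from edgeR, 0.0154 to 1 over 14 alternatives).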

### 3.2 Effects of BS and BV on immune cell receptor gene expression in PBMCs

In a previous study, we reported the activation and proliferation of distinct T cell populations as a response of chicken PBMCs to BS and BV. We evaluated the effects of BS or BV on CD4+ T-helper cells, CD4+CD25+ activated T-helper cells, CD8+ cytotoxic T cells, CD8+CD25+ activated cytotoxic T cells, and CD28+ T cells by means of the proportions of the cell surface markers by flow cytometry and observed an elevated T cell immune response in chicken PBMCs (16). 

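For genes examined one at a time, the normalized counts of the authors were compared within chicken, since the control, BS and BV libraries of the same number come from the same bird. The test was a two-sided exact paired permutation test, which exchanges the sign of each of the 6 differences in all 64 ways, so that the smallest p it can give is 0.03125. It covered the 28 genes the paper selects, on 34 entries of the files, after each strain, which makes 68 tests. In 18 of these tests p was 0.03125, and the Benjamini-Hochberg adjusted p was then 0.118. An adjusted p under 0.05 would have needed at least 43 of the 68 tests at the smallest p. The unpaired exact permutation test of 6 against 6 moved this number most, to 7 of the 18, and the exact rank-sum test kept 8. In each of the 18 all 6 chickens changed in the same direction.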

In the present study, we investigated the expression of the related immune cell surface marker genes after treatment of PBMCs with BS or BV (**Figure 2**). Additionally, we analyzed the expression of transcription factors that were previously identified as being responsible for the differentiation of Th1 and Th2 cells. Specifically, we examined the gene expression of GATA-binding protein 3 (*GATA3*) and T-box transcription factor 21 (*TBX21*) (**Supplementary Figure 1**).

**Figure 2:**
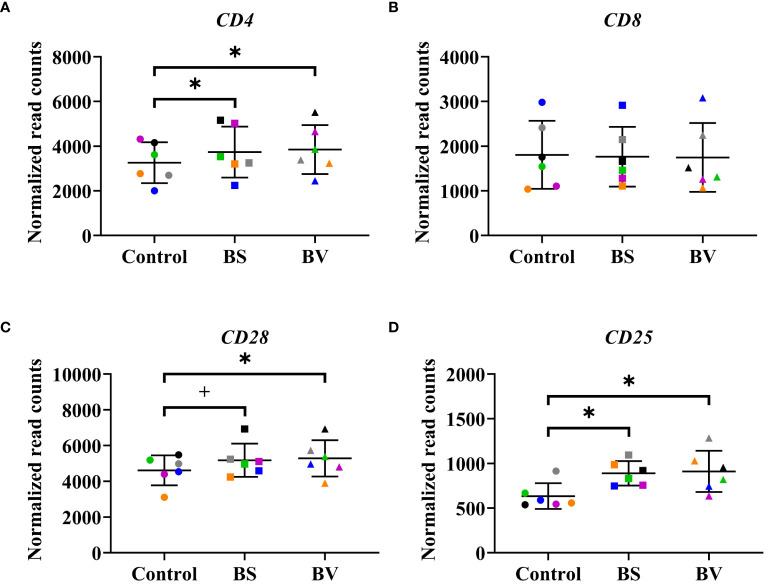
Influence of vital *B*. *subtilis* DSM 32315 (BS) and *B*. *velezensis* CECT 5940 (BV) on the expression of immune cell surface marker genes in chicken PBMCs. **(A)** *CD4* receptor gene; **(B)** *CD8* receptor gene; **(C)** *CD28* receptor gene; **(D)** *CD25* receptor gene. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same color refers to the same individual for control and BS or BV treatment. A paired t-test (*CD4*, *CD*8, *CD28*) or a Wilcoxon rank-sum test (*CD25*) was performed. Significance is shown as +, p < 0.1; *, p < 0.05.

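The CD4 gene (ENSGALG00000014477) had 3736 ± 1140.1 normalized counts (SD, n = 6 chickens) after BS and 3259.9 ± 916 in the control. The mean difference within chicken was 476, with higher counts after BS in 5 of 6 chickens (exact paired permutation test, p = 0.0625). With each chicken left out in turn, it was between 369 and 589.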

On gene expression level, the treatment of PBMCs with BS revealed an increase of the expression level of the CD4 receptor gene (*CD4*) by a mean value of 476 counts (p < 0.05, **Figure 2A**) compared to the untreated control. Furthermore, the expression level of the immune cell activation marker genes *CD28* and *CD25* were elevated by a mean value of 564.7 (p < 0.1, **Figure 2C**) and 254.9 counts (p < 0.05, **Figure 2D**), respectively, in the presence of BS compared to the negative control. 

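CD28 (ENSGALG00000008669) had 5179 ± 933 normalized counts (SD, n = 6 chickens) after BS and 4614 ± 843 in the control, and was higher in 5 of 6 chickens (mean difference 565, exact paired permutation test, p = 0.09375). The CD25 gene, which the files name IL2RA (ENSGALG00000042471), had 889.7 ± 137 normalized counts against 635 ± 145. It was higher in 6 of 6 chickens (mean difference 255, exact paired permutation test, p = 0.03125, adjusted p = 0.118). Leaving out each chicken gave mean differences between 388 and 722 for CD28 and between 220.2 and 274 for IL2RA.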

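The files hold 3 entries named CD8A and 1 named CD8BP. The most abundant CD8A entry (ENSGALG00000038559) had 1763 ± 668 normalized counts (SD, n = 6 chickens) after BS and 1806 ± 761 in the control (mean difference -42.9, exact paired permutation test, p = 0.5625). The other CD8A entries had means of at most 6 normalized counts, and reads could have been split between the entries in the counting. CD8BP (ENSGALG00000015902) had 790.3 ± 345 against 644 ± 307 and was higher in 6 of 6 chickens (mean difference 146, exact paired permutation test, p = 0.03125, adjusted p = 0.118).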

The expression level of the *CD8* receptor gene remained unchanged (**Figure 2B**). 

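GATA3, a transcription factor gene of Th2 cells, had 4270.0 ± 1083 normalized counts (SD, n = 6 chickens) after BS and 3886 ± 730.2 in the control. It was higher in 3 of 6 chickens (mean difference 384, exact paired permutation test, p = 0.25). TBX21, its counterpart in Th1 cells, had 309.6 ± 159 against 314.5 ± 107 (mean difference -4.95, exact paired permutation test, p = 0.90625).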

The expression of *GATA3* and *TBX21* did not change after treatment with BS (**Supplementary Figure 1**).

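After BV, CD4 had 3849 ± 1094 normalized counts (SD, n = 6 chickens) and was higher than in the control in 6 of 6 chickens. The mean difference was 589 (exact paired permutation test, p = 0.03125, adjusted p = 0.118), and between 435 and 659 with each chicken left out in turn.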

The treatment of PBMCs with BV also increased the expression level of the *CD4* receptor gene by 588.8 counts (p < 0.05, **Figure 2A**). Moreover, the expression levels of the activation marker genes *CD28* and *CD25* were elevated by a mean value of 670.1 (p < 0.05, **Figure 2C**) and 276.6 counts (p < 0.05, **Figure 2D**), respectively, compared to the untreated negative control. 

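CD28 had 5284 ± 1017 normalized counts (SD, n = 6 chickens) after BV, higher than in the control in 6 of 6 chickens, with a mean difference of 670.1 (exact paired permutation test, p = 0.03125, adjusted p = 0.118). IL2RA had 911 ± 231 and was also higher in 6 of 6 chickens (mean difference 277, exact paired permutation test, p = 0.03125, adjusted p = 0.118). Leaving out each chicken gave mean differences between 514 and 766 for CD28 and between 238 and 314 for IL2RA.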

The expression level of the *CD8* receptor gene remained also unchanged (**Figure 2B**). 

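The CD8A entry ENSGALG00000038559 had 1749 ± 771 normalized counts (SD, n = 6 chickens) after BV, a mean difference of -57.7 (exact paired permutation test, p = 0.46875). CD8BP, at 759 ± 343, was higher in 6 of 6 chickens (mean difference 114, exact paired permutation test, p = 0.03125, adjusted p = 0.118).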

Similar to the treatment with BS, the expression of *GATA3* and *TBX21* remained unchanged after treatment with BV (**Supplementary Figure 1**).

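After BV, GATA3 had 4377 ± 991 normalized counts (SD, n = 6 chickens) and was higher in 5 of 6 chickens (mean difference 491, exact paired permutation test, p = 0.15625). TBX21 had 301 ± 159 (mean difference -13.7, exact paired permutation test, p = 0.59375).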

These results corroborate our previous findings obtained by flow cytometry, which indicated an elevated number of CD4+ T-helper cells, CD4+CD25+ activated T-helper cells, and CD28+ T cells. In contrast, the unaltered gene expression level of the *CD8* receptor gene (**Figure 2B**) does not align with the elevated number of CD8+ cytotoxic T cells and CD8+CD25+ activated cytotoxic T cells observed in the preceding flow cytometric assessments following treatment with BS. However, it is essential to acknowledge that the receptor genes are not exclusive to T cells, but also express the associated receptors on other immune cell types.

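A list of T cell genes written before the data were examined, of which 8 of 10 were found, had a median log2 FC of -0.0025 after BS and -0.0057 after BV in the fit across all genes. Its mean log2 FC was 0.04 after BS and 0.02 after BV and so differed in sign from the median (fry, adjusted p = 0.992 for both over 36 tests, n = 6 chickens). From the higher counts of CD4, CD25 and CD28, the paper reasons that the genes changed in the same direction as the surface markers counted by flow cytometry in its previous study. For CD8 it states that the expression does not follow the cell numbers, and points out that these receptor genes are not exclusive to T cells.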

### 3.3 Expression of genes encoding cytokines in BS- and BV-treated PBMCs

In order to assess the effects of BS and BV on PBMCs, we further evaluated the cytokine expression levels (**Figures 3A–F**, **4A–F**). 

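IL10 (ENSGALG00000000892) had 4.20 ± 1.85 normalized counts (SD, n = 6 chickens) after BS and 1.47 ± 2.03 in the control, from 23 and 8 reads over all libraries of the group. It was higher in 6 of 6 chickens (mean difference 2.73, exact paired permutation test, p = 0.03125, adjusted p = 0.118). CCL5 (ENSGALG00000043603) had 225 ± 175 normalized counts against 69.1 ± 72.6 and was higher in 6 of 6 chickens (mean difference 156, exact paired permutation test, p = 0.03125, adjusted p = 0.118). IL16 (ENSGALG00000006388) was lower in 6 of 6 chickens, at 5251 ± 1100.3 against 6255 ± 1460.1 (mean difference -1004, exact paired permutation test, p = 0.03125, adjusted p = 0.118). Without each chicken in turn, the mean difference was between 2.41 and 3.05 for IL10 and between 120.4 and 181 for CCL5.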

After treatment with BS, we observed increased expression levels of the anti-inflammatory cytokine gene *IL10* by a mean value of 2.728 (p < 0.01, **Figure 3B**) and the C-C motif chemokine ligand 5 (*CCL5*) by 156.1 counts (p < 0.05, **Figure 3F**), but reduced expression level of the pro-inflammatory cytokine gene *IL16* by 1004 counts (p < 0.01, **Figure 3D**) compared to the untreated controls. The pro-inflammatory cytokine genes *IL12* (**Figure 3C**) and *IL6* (**Figure 3A**), and the regulatory cytokine gene *IL21* (**Figure 3E**) remained unaffected by BS. In contrast, the pro-inflammatory cytokine genes *IL1B* (p < 0.05, **Supplementary Figure 2A**) and *IL8* (p < 0.05, **Supplementary Figure 2B**) were increased after treatment with BS by 39.35 and 122.2 counts, respectively. 

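Of the genes of the IL12 subunits, IL12B had 1.22 normalized counts on average after BS and 2.77 in the control (mean difference -1.55, n = 6 chickens, exact paired permutation test, p = 0.25), and IL12A had 2 reads against 0 over all libraries of the group. IL6 had 9 reads after BS and 4 in the control (exact paired permutation test, p = 0.63), and IL21 had 0 against 1. At these depths only large differences in IL6, IL12A and IL21 were detectable.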

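IL1B had 49.0 ± 31.1 normalized counts (SD, n = 6 chickens) after BS and 9.63 ± 7.38 in the control (mean difference 39.3). IL8 had 164 ± 85.8 against 41.9 ± 35.3 (mean difference 122), with reads that could have been split with IL8L1. Both were higher in 6 of 6 chickens (exact paired permutation test for each gene, p = 0.03125, adjusted p = 0.118).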

The expression level of the regulatory cytokine gene *TGFB1* decreased by 181.4 counts (p < 0.05, **Supplementary Figure 3A**), while the mean expression level of *TGFB2* exhibited a slight increase, although this result was not statistically significant (**Supplementary Figure 3B**).

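TGFB1 had 1289 ± 351 normalized counts (SD, n = 6 chickens) after BS and 1471 ± 391 in the control, and was lower in 5 of 6 chickens (mean difference -181, exact paired permutation test, p = 0.09375). TGFB2 had 54.8 ± 28.0 against 36.9 ± 14.0 and was higher in 5 of 6 (mean difference 17.9, exact paired permutation test, p = 0.125).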

**Figure 3:**
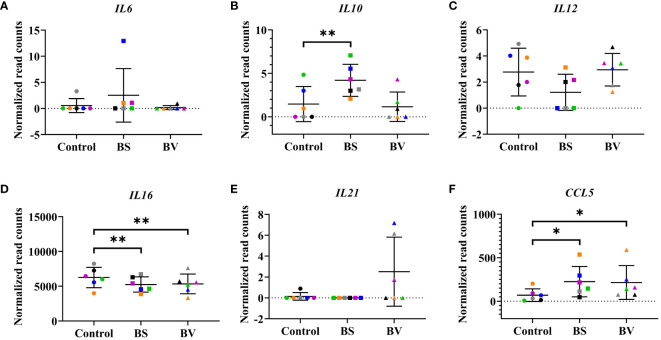
Influence of vital *B*. *subtilis* DSM 32315 (BS) and *B*. *velezensis* CECT 5940 (BV) on the profile of cytokine genes in chicken PBMCs. **(A)** *IL6*; **(B)** *IL10*; **(C)** *IL12*; **(D)** *IL16*; **(E)** *IL21*; **(F)** *CCL5*. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same color refers to the same individual for control and BS or BV treatment. A paired t-test (BS: *IL10*, *IL12*, *IL16*, *CCL5*; BV: *IL12*, *IL16*) or a Wilcoxon rank-sum test (BS: *IL6*, *IL21*; BV: *IL6*, *IL10*, *IL21*, *CCL5*) was performed. Significance is shown as *, p < 0.05; **, p < 0.01.

**Figure 4:**
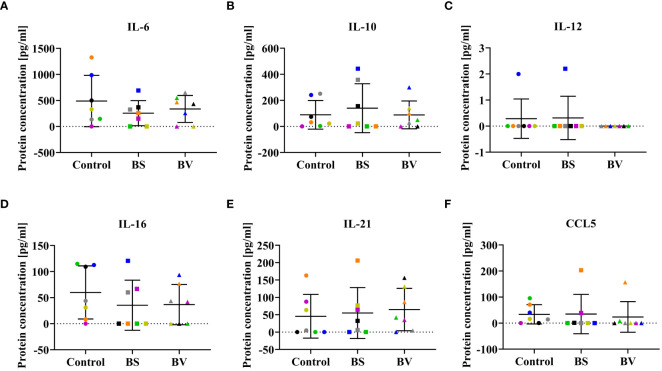
Influence of vital *B*. *subtilis* DSM 32315 (BS) and *B*. *velezensis* CECT 5940 (BV) on the cytokine profile in co-culture supernatants. Cytokine concentrations of **(A)** IL-6, **(B)** IL-10, **(C)** IL-12, **(D)** IL-16, **(E)** IL-21, and **(F)** CCL5. Data represent normalized read counts of seven biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same color refers to the same individual for control and BS or BV treatment. A paired t-test (BS: IL-6; BV: IL-6, IL-16) or a Wilcoxon rank-sum test (BS: IL-10, IL-12, IL-16, IL-21, CCL5; BV: IL-10, IL-12, IL-21, CCL5) was performed.

In PBMCs treated with BV, we observed an increase in gene expression of *CCL5* by a mean value of 146.1 counts (p < 0.05, **Figure 3F**) and a decrease in expression of *IL16* by 920.2 counts (p < 0.01, **Figure 3D**) compared to the untreated controls, similar to what was observed in BS-treated PBMCs. 

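CCL5 had 215 ± 194 normalized counts (SD, n = 6 chickens) after BV, higher than in the control in 6 of 6 chickens (mean difference 146, exact paired permutation test, p = 0.03125, adjusted p = 0.118). IL16 had 5335 ± 1418 and was lower in 6 of 6 chickens (mean difference -920.2, exact paired permutation test, p = 0.03125, adjusted p = 0.118). Without each chicken in turn, the mean difference of CCL5 was between 97.7 and 167.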

The treatment of PBMCs with BV had no effect on the expression levels of the pro-inflammatory cytokine genes *IL6* (**Figure 3A**) and *IL12* (**Figure 3C**), the anti-inflammatory cytokine gene *IL10* (**Figure 3B**), and the regulatory cytokine gene *IL21* (**Figure 3E**). Additionally, following treatment with BV, the expression of the pro-inflammatory cytokine genes *IL1B* and *IL8* was found to be significantly increased by 38.76 (p < 0.05, (**Supplementary Figure 2A**) and 126.7 counts (p < 0.05, **Supplementary Figure 2B**), respectively. 

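After BV, IL10 had 1.16 normalized counts on average (mean difference -0.310, n = 6 chickens, exact paired permutation test, p = 0.875) and IL12B 2.95 (exact paired permutation test, p = 0.875). IL6 had 0.156 normalized counts (exact paired permutation test, p = 1), and IL12A had 3 reads. IL21 had 16 reads over the 6 BV libraries against 1 over the control libraries, a ratio of 15.7 with a 95% exact counting interval of 2.44 to 660, and was higher in 3 of 6 chickens.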

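IL1B had 48.4 ± 53.1 normalized counts (SD, n = 6 chickens) after BV, with a mean difference of 38.8, and IL8 had 169 ± 69.9, with a mean difference of 127. Both were higher in 6 of 6 chickens (exact paired permutation test for each gene, p = 0.03125, adjusted p = 0.118). Without chicken 1, which had 151 normalized counts of IL1B, the mean difference of IL1B was 18.9.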

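After BV, TGFB1 had 1257 ± 371 normalized counts (SD, n = 6 chickens) and was lower in 5 of 6 chickens (mean difference -214, exact paired permutation test, p = 0.0625). TGFB2 had 52.9 ± 15.1 and was higher in 4 of 6 (mean difference 16.0, exact paired permutation test, p = 0.125).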

The expression level of *TGFB1* significantly decreased by 214.0 counts (p < 0.05, **Supplementary Figure 3A**), while the expression level of *TGFB2* did not change compared to the control (**Supplementary Figure 3B**).

### 3.4 Cytokine concentrations in co-culture supernatants of PBMCs treated with BS and BV

Since cytokines were expected to be released by different immune cell populations during the co-culture of probiotics and PBMCs, we investigated the concentrations of potentially functional cytokines. In our experiments, cytokine concentrations in co-culture supernatants of PBMCs treated with BS or BV were not significantly altered. No differences in concentrations of pro-inflammatory IL-6, IL-12, and IL-16, anti-inflammatory IL-10, regulatory IL-21, and CCL5 were detected after treatment with either BS or BV compared to the untreated control (**Figure 4**).

### 3.5 Effects of BS and BV on gene expression of antimicrobial peptides in PBMCs

In addition to cytokine gene expression, we analyzed the expression levels of antimicrobial peptides (AMPs) which influence the expression of cytokines and *vice versa*. 

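Antimicrobial peptide genes were at low counts in these libraries. AvBD1 (ENSGALG00000022815) had 25.5 ± 31.7 normalized counts (SD, n = 6 chickens) in the control, AvBD4 (ENSGALG00000019843) 0.871, and AvBD5, AvBD9, AvBD13 and AvBD14 had at most 6 reads over the 6 libraries of any of the control, BS and BV groups. A further entry of the files, DEFB4A (ENSGALG00000016669), was tested along with them and had 10.5 ± 9.42. It stands beside AvBD4 with an ID of its own and was not shown to be the same gene. The cathelicidin genes are named CATHL1, CATHL2, CATHL3 and CATHB1 in the files.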

We investigated the changes in the gene expression of the avian β-defensins *AvBD1*, *AvBD4, AvBD5, AvBD9, AvBD13*, and *AvBD14* (**Figure 5**) as well as the cathelicidins *CATH1, CATH2, CATH3*, and *CATHB1* (**Supplementary Figure 4**) in PBMCs after treatment with BS or BV compared to the untreated controls.

**Figure 5:**
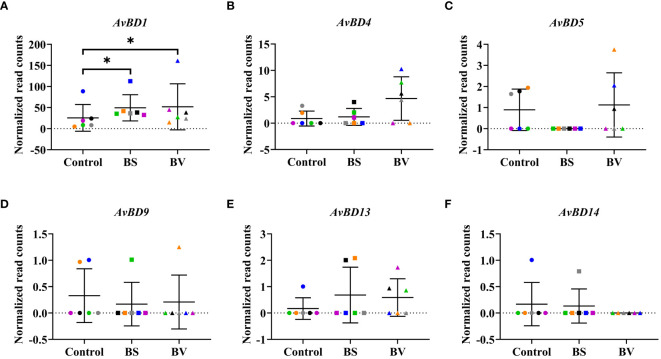
Expression of avian β-defensin genes in chicken PBMCs after treatment with vital *B*. *subtilis* DSM 32315 (BS) and *B*. *velezensis* CECT 5940 (BV). Expression levels of **(A)** *AvBD1*, **(B)** *AvBD4*, **(C)** *AvBD5*, **(D)** *AvBD9*, **(E)** *AvBD13*, and **(F)** *AvBD14*. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same color refers to the same individual for control and BS or BV treatment. A Wilcoxon rank-sum test was performed. Significance is shown as *, p < 0.05.

The effects of BS and BV on the expression of the investigated AMPs in PBMCs were similar. 

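Within chicken, the mean difference between BS and BV was tested for all 34 entries of the files. None of the defensin and cathelicidin genes had an exact paired permutation p under 0.05 for this difference, and the smallest among them was that of DEFB4A (mean difference of BS minus BV -7.58, n = 6 chickens, exact paired permutation test, p = 0.09375).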

After BS treatment of PBMCs, we observed a higher expression level of *AvBD1* by a mean value of 23.93 counts (p < 0.05, **Figure 5A**). 

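AvBD1 had 49.4 ± 31.1 normalized counts (SD, n = 6 chickens) after BS and was higher than in the control in 6 of 6 chickens (mean difference 23.9, exact paired permutation test, p = 0.03125, adjusted p = 0.118). With each chicken left out in turn, the mean difference was between 21.4 and 26.0. Chicken 5 had the highest count in both groups, 113 after BS and 88.6 in the control.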

The β-defensin genes *AvBD4*, *AvBD5*, *AvBD9*, *AvBD13*, and *AvBD14* remained unaffected after treatment with BS (**Figure 5**). 

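AvBD4 had 1.19 normalized counts on average after BS (n = 6 chickens, exact paired permutation test, p = 0.8125). For AvBD13, 4 reads after BS stood against 1 in the control, and only large differences in AvBD5, AvBD9, AvBD13 and AvBD14 were detectable at these depths. DEFB4A had 20.0 ± 23.1 normalized counts after BS (SD, n = 6 chickens, exact paired permutation test, p = 0.21875). Chicken 5 had 62.8 of DEFB4A, and the mean of the other chickens was 11.5.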

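With BV, AvBD1 reached 51.8 ± 54.6 normalized counts (SD, n = 6 chickens), higher than in the control in 6 of 6 chickens (mean difference 26.3, exact paired permutation test, p = 0.03125, adjusted p = 0.118). Chicken 5 had 161, and without this chicken the mean difference was 17.0. AvBD4 had 4.67 normalized counts on average (exact paired permutation test, p = 0.1875). DEFB4A had 27.6 ± 21.0 and was higher in 6 of 6 chickens (mean difference 17.1, exact paired permutation test, p = 0.03125, adjusted p = 0.118).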

After BV treatment, the expression level of *AvBD1* also increased in a similar magnitude as after BS treatment, by a mean value of 26.27 counts (p < 0.05, **Figure 5A**), and the β-defensin genes *AvBD4*, *AvBD5*, *AvBD9*, *AvBD13*, and *AvBD14* did not change (**Figure 5**).

The expression of the second major group of AMPs, the cathelicidins, in particular *CATH1, CATH2, CATH3*, and *CATHB1*, did not change after treatment with BS or BV compared to the untreated controls (**Supplementary Figures 4A–D**).

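CATHL1 had 14.4 ± 3.29 normalized counts (SD, n = 6 chickens) in the control, 14.4 after BS (exact paired permutation test, p = 1) and 17.6 after BV (p = 0.63, same exact test). CATHL2 had 21.5 ± 14.0 in the control, 16.2 after BS (exact paired permutation test, p = 0.25) and 40.0 ± 37.3 after BV (exact, p = 0.21875). CATHL3 had 6.44, 12.8 (exact paired permutation test, p = 0.4375) and 16.5 (exact, p = 0.1875). After BS, chicken 5 had 51.7 normalized counts of CATHL3, and the mean of the other chickens was 5.04. CATHB1 had 5 reads over the control libraries, 2 after BS and 0 after BV.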

## 4 Discussion

We detected twelve differentially expressed genes (DEGs) in PBMCs treated with BS and eight in PBMCs treated with BV compared to the untreated controls. The seven overlapping DEGs are *IL1R2, IL8L1, CD72, CD72AG*, *AVD*, *ACTA2*, and *LAMP3*. These genes encode the IL-1 receptor 2 (IL-1R2), IL-8-like 1 (IL-8L1), CD72 molecule (CD72), CD72 antigen (CD72AG, also known as CD72 molecule like 1 (CD72L1)), avidin (AVD), actin-α 2 (ACTA2), and lysosomal-associated protein 3 (LAMP3). Remarkably, all of those genes are involved in immune regulation. To identify the enriched pathways for the regulated genes upon BS and BV treatment of PBMCs, KEGG pathway analysis was performed. Immune-related pathways, namely cytokine-cytokine receptor interaction, Toll-like receptor (TLR) signaling pathway, and cytosolic DNA-sensing pathway were significantly enriched. These results suggest strong interactions of innate as well as adaptive immune cells in response to an activating or modulating stimulus, which in case of BS or BV could involve secreted molecules or surface molecules, such as peptidoglycans (20). Moreover, the results indicate the involvement of specific pattern recognition receptors, namely TLRs or cytosolic nucleotide sensors such as nucleotide-binding oligomerization domain like (NOD-like) receptors, which respond to different components of microorganisms by inducing innate immune responses. 

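Among the genes that the supplementary tables list for TLR signaling, IL1B had a log2 FC of 2.35 (SE 0.72) after BS and 2.29 (SE 0.72) after BV. Those of IL8 were 1.93 (SE 0.50) and 1.99 (SE 0.50, n = 6 chickens). From the enrichment of pathways that hold these cytokine and chemokine genes, the paper proposes that TLRs or NOD-like receptors take part in the response of the PBMCs to BS and BV.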

The involvement of TLRs and NOD-like receptors underlines the pro-inflammatory response upon treatment of PBMCs with BS and BV and suggests a strengthened immune response capacity. In a recent *in vivo* study, similar pathways, including the TLR signaling pathway, NOD-like receptor signaling pathway, and cytokine-cytokine receptor interaction, were significantly enriched in the cecum of chickens that were fed *B. subtilis* throughout the experimental trial (day 1 to day 28 of age) and simultaneously challenged with *Eimeria tenella* on day 21 of age compared to chickens fed a normal diet (without the probiotic) and challenged with *E. tenella* on day 21 (21).

IL-1R2, whose gene expression was regulated by both bacterial strains, is a profound mediator in inflammatory and immune responses to various disorders (22). In mammals, IL-1R2 is expressed in monocytes and macrophages, neutrophils, and B cells (23). There, the expression of IL-1R2 is elevated upon exposure to anti-inflammatory or immunosuppressive agents, such as prostaglandins (24) or aspirin (25). The functional role of IL-1R2 in chickens is not well understood. Similar to humans, IL-2R1 has been shown to specifically bind IL-1β in chickens, thereby inhibiting its activity (26, 27). In this study, higher *IL1R2* gene expression was induced in chicken PBMCs after treatment with both bacterial strains, BS and BV. This suggests the presence of anti-inflammatory agents secreted by the bacteria or an overexpression of IL-1β. These results are further consistent with another study reporting the upregulation of the *IL1R2* gene following T cell receptor (TCR) stimulation of regulatory T cells (Tregs) and our previous results which indicated elevated counts of CD4+CD25+ T cells, which were suggested to represent a T cell population with regulatory functions in chickens, following treatment of chicken PBMCs with BS and BV (16, 28).

The mammalian cytokine IL-8 and the chicken homologous IL-8L1 are members of the CXC family of chemokines, acting mainly on neutrophils as well as on T and B cells (29). In our study, the expression of the *IL8* gene was significantly elevated upon treatment with both bacterial strains. In a recent study, human PBMCs were co-cultured with *Streptococcus thermophilus* 285, which also resulted in elevated IL-8 protein expression. The authors suggested that IL-8 alone may indicate inflammation, but in the context of other upregulated anti-inflammatory cytokines and mediators found in their study, upregulation of IL-8 may be interpreted as a requirement for the initial stimulatory effect of *S. thermophilus* 285 to activate the immune response by initiating innate immunit*y*, which in turn influences adaptive immune responses (30). Thus, the initial pro-inflammatory immune response observed in our study, characterized by the upregulation of genes like *IL1R2* and *IL8L1* in PBMCs treated with BS and BV, may serve as a precursor to the involvement of Tregs, as suggested in previous research, particularly following treatment with BS (16).

The mammalian B cell differentiation antigen CD72 and the most homologous chicken protein CD72AG are type II transmembrane proteins of the C-type lectin family and are mainly expressed on the B cell linage except for plasma cells (31). There, the CD72 protein functions as a B cell antigen receptor (BCR)-mediated signaling inhibitor (32). Thus, higher expression of the *CD72* gene after treatment with BS and BV indicates BCR-mediated signaling inhibition. Accordingly, we could not observe an effect on the number of B cells after treatment with BS or BV by flow cytometry in a previous study (16).

AVD is a tetrameric protein with antimicrobial properties found in egg whites of all oviparous vertebrates. Each AVD monomer can reversibly bind biotin (vitamin H) with high affinity and specificity. The binding makes biotin unavailable for microorganisms and prevents their proliferation. Therefore, AVD can be considered bacteriostatic (33). In our experiments, it was higher expressed in *Bacillus*-treated PBMCs compared to the untreated controls. The higher expression of the *AVD* gene in *Bacillus*-treated PBMCs in our study suggests a probiotic bacteriostatic effect of BS and BV.

The expression of ACTA2 is largely restricted to smooth muscle cells, pericytes, and myofibroblasts. However, ACTA2 was reported to be upregulated in PBMCs from dogs with heart failure (34) or in children immunized with inactivated influenza vaccine (35). In our study, the gene encoding ACTA2 was upregulated following treatment with both *Bacillus* strains, indicating increased actin cytoskeleton and integrin signaling as it was suggested in another study (35).

The lysosomal-associated protein 3 (LAMP3) is a transmembrane lysosomal glycoprotein and a reliable activation marker for basophils (36). In humans, LAMP3 is enriched in dendritic cells and T cells (37), which is in line with the elevated T cell immune response in our previous study (16).

The study suggests that both probiotics induce an anti-inflammatory and bacteriostatic effect characterized by an increase in the gene expression of *IL1R2* and *AVD*, and the involvement of T cells, particularly Tregs. The increased expression of pro-inflammatory cytokine genes such as *IL1B* and *IL8* indicates significant interactions between innate and adaptive immune cells in response to an activating or modulating stimulus, involving specific pattern recognition receptors, including TLRs and NOD-like receptors.

In addition to investigate gene regulation globally after treatment of PBMCs with BS or BV, we specifically examined the expression of immune cell surface marker genes, which are associated with the previously suggested elevated T cell immune response in chicken PBMCs upon treatment with BS or BV (16). In the previous study, elevated levels of CD4, CD8, CD25, and CD28 cell surface markers were found using flow cytometry (16). These results were underlined through RNA sequencing analysis, which showed higher expression levels of the immune cell surface marker genes *CD4*, *CD25*, and *CD28* after treatment with the tested *Bacillus* strains. However, the analysis of differential gene expression of those genes did not result in significant differences on a global gene expression level. 

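In the fit across all genes, the log2 FC of CD4 was 0.20 (SE 0.24) after BS and 0.24 (SE 0.24) after BV. That of CD25 (IL2RA) was 0.49 (SE 0.16) and 0.52 (SE 0.16), and that of CD28 0.17 (SE 0.15) and 0.20 (SE 0.15). The adjusted p from edgeR was 1 in each of these 6 comparisons (n = 6 chickens). In the blocked fit, the adjusted p from edgeR was 0.0012 and 7.3e-04 for IL2RA, 0.0740 and 0.0139 for CD4, and 0.158 and 0.0931 for CD28. Over 14 alternatives the lowest adjusted p was 2.4e-05 and 1.4e-05 for IL2RA, 0.0172 and 7.5e-04 for CD4, and 0.0993 and 0.0534 for CD28, and the highest was 1 for each.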

The observed effects on the gene expression of cell surface markers of individual cell populations may be low due to the heterogeneity of the PBMC population. PBMCs contain different populations of immune cells, which may hide specific effects on individual cell populations.

Furthermore, it is important to note that the higher gene expression of those cell surface markers does not necessarily reflect the previously reported elevated T cell immune response by flow cytometry measurement of important T cell receptors. The aforementioned genes, specifically *CD4*, *CD8*, and *CD25*, also encode the cell surface markers of other cell types present in the PBMC population, including natural killer (NK) cells and monocytes. However, these are found to a lesser extent compared to, e.g. T cells, in the peripheral blood (38). Although also other immune cell populations within PBMCs express similar cell surface receptors, the upregulation of the surface receptor marker genes and the T cell-associated *CCL5*, as well as the higher expression of the B cell proliferation inhibitor gene *CD72* after PBMC treatment with BS and BV, may indicate a potential stimulation of the T cell immune response, but not the B cell response.

In contrast to previous findings on protein levels obtained by flow cytometry, the expression of the cell surface marker gene *CD8* was not elevated. This could be a result of different cell types expressing CD8 receptors, including NK cells (38). One hypothesis for the unchanged expression of *CD8* upon treatment with BS or BV could also involve a downregulation of the *CD8* gene in response to a regulatory immune reaction involving a CD4+CD25+ T-helper cell population with regulatory properties that possess similar functions to those of mammalian Tregs, as previously suggested (16, 39). This hypothesis is supported by the increased expression level of the regulatory cytokine gene *IL10* which points towards an involvement of Tregs. However, we could not detect differences in the concentrations of the IL-10 protein, a typical Treg type cytokine, in the co-culture supernatants. It has to be noted that the CD4+CD25+ T cell population also includes other subsets than just Tregs. Recently, a chicken ortholog of the mammalian Foxp3 was identified (40). In the future, the production of chicken Foxp3 antibodies could give better opportunities for studying Treg subsets.

Other cytokines involved in a Treg driven immune response are TGF-β and IL-2. While the *TGFB2* gene was only slightly but not significantly increased after treatment with BS in this study, the *TGFB1* gene was significantly downregulated after treatment of PBMCs with both *Bacillus* strains. This is in line with the findings of a recent study which could show that, while gene expression levels of the cytokines IL-10 and IL-2 in chicken T cell subsets generally resemble their mammalian counterparts, the expression of the cytokine TGF-β was not associated with other typical Treg proteins (40). Correspondingly, we could only detect a low expression level of the *IL2* gene, whose expression is normally suppressed by Tregs (41), suggesting a very low expression (data not shown). Those results suggest an increase of Tregs after chicken PBMC treatment with BS or BV. 

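IL2 (ENSGALG00000011849) had 0.323 normalized counts on average in the control, 0.529 after BS and 0.313 after BV, from 2, 3 and 2 reads over the 6 libraries of each group. It was higher than in the control in 2 of 6 chickens after BS and in 1 of 6 after BV.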

Another study has identified TGF-β as a potential substitute marker for chicken Tregs in Marek’s disease, defining a Treg subset that is largely distinct from CD4+CD25+ T cells (42). The authors of this study have proposed that TGF-β may serve as a marker for peripherally induced chicken Tregs. The expression of TGF-β was investigated using an anti-TGF-beta1,2,3 antibody. The utilization of an antibody against TGF-β in forthcoming experiments may facilitate a more precise delineation of the Treg population posited in the present study.

To further exclude a Th1 or Th2 immune response, we analyzed the gene expressions of the GATA-binding protein 3 (*GATA3*), encoding the transcription factor responsible for the differentiation of Th2 cells (43, 44), and the T-box transcription factor 21 (*TBX21*), encoding a ‘master regulator’ of cell-mediated immunity. The latter is capable of controlling the expression of genes encoding effector molecules, such as CD4+ Th1 cells and CD8+ cytotoxic T cells (45, 46). While the mean of the *GATA3* expression slightly, but not significantly, increased, the *TBX21* expression did not change. However, this result does not allow for suggestions or the exclusion of a Th1 or Th2 immune response.

The expression of genes encoding the pro-inflammatory and regulatory cytokines IL-6, IL-12, and IL-21 remained unchanged after PBMC treatment with either BS or BV. In contrast, the gene encoding the pro-inflammatory cytokine IL-16 was downregulated, while the gene encoding CCL5 was upregulated after treatment with both bacterial strains. Furthermore, treatment with BS led to elevated expression of the gene encoding IL-10. IL-16 was initially described as a lymphocyte chemoattractant factor mainly synthesized by T cells, in particular CD4+ and CD8+ T cells, in response to antigens, mitogens, histamine, and serotonin (47). 

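IL16 had 5887 ± 1388 normalized counts (SD, n = 6 chickens) after conA and 6255 ± 1460.1 in the control. The mean difference was -368, with higher counts after conA in 2 of 6 chickens (exact paired permutation test, p = 0.34375). In the fit of the 12 control and conA libraries, the log2 FC was -0.09 (SE 0.18, adjusted p = 0.892 from edgeR, 0.682 to 0.984 over 14 alternatives).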

Correspondingly, its expression was elevated after treatment of chicken PBMCs with conA in the current study (data not shown). Thus, the downregulation of the *IL16* gene upon treatment suggests an anti-inflammatory effect of both bacterial strains. This result is consistent with the increased expression of the cytokine genes *IL10* and *CCL5*, indicating T cell involvement, specifically that of Tregs. 

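In the fit across all genes, the log2 FC of IL16 was -0.25 (SE 0.19) after BS and -0.23 (SE 0.19) after BV. With each chicken left out in turn it was between -0.27 and -0.23 after BS and between -0.26 and -0.20 after BV. The log2 FC of IL10 after BS was 1.56 (SE 0.82), and those of CCL5 were 1.68 (SE 0.73) and 1.61 (SE 0.73). The adjusted p from edgeR was 1 for each of them (n = 6 chickens). With the chicken as a block, the adjusted p from edgeR was 0.0118 and 0.0200 for IL16, 0.571 for IL10 after BS, and 3.2e-05 and 6.4e-05 for CCL5. Over the alternatives these adjusted p were between 7.8e-04 and 1 for IL16, between 0.571 and 1 for IL10 after BS and between 2.9e-10 and 1 for CCL5. From the lower IL16 the paper proposes an anti-inflammatory effect of both strains, and it relates the higher IL10 and CCL5 to an involvement of T cells, specifically Tregs.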

In this study, the gene expression of *IL6*, *IL10*, *IL12*, *IL16*, *IL21*, and *CCL5* did not correlate with the abundance of these cytokines in the supernatants of the co-culture experiments. This finding suggests varying degrees of correlation between gene expression and secreted proteins, which was also reported in a previous study (48).

The expression of AvBD and CATH genes, which encode important AMPs, did not change after treatment with BS and BV, except for the *AvBD1* gene. In a recent study, *in ovo* administration of ABD1 significantly protected chicks from early mortality caused by experimental yolk sac infection with avian pathogenic *E. coli*, suggesting its immunomodulatory and anti-infection activity (49). Furthermore, a protective and antimicrobial effect of AvBD1 was reported against *E. coli*, *L. monocytogenes*, and *C. albicans* in chicken leukocytes (11). In our study it remains to be elucidated if the elevated expression levels of *AvBD1* in PBMCs upon treatment with BS or BV offers protection to experimental infections. TLR-2, which commonly recognizes the pattern molecules of gram-positive bacteria (50) did not seem to be involved in the changes in *AvBD1* expression as the expression of *TLR2* did not change after treatment with both, BS and BV (data not shown). Therefore, additional other factors as short-chain organic acids produced by the bacteria may be involved in changes in the expression of AMPs as it was shown previously in the jejunum and cecum of chickens (51).

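The files hold TLR2 as TLR2A and TLR2B, between which reads could have been split in the counting. TLR2A had 10.0 ± 4.34 normalized counts (SD, n = 6 chickens) in the control, 7.72 after BS (exact paired permutation test, p = 0.5625) and 10.3 after BV (exact, p = 0.90625). TLR2B had 9.80 ± 5.07, 10.7 (exact paired permutation test, p = 0.8125) and 9.62 (exact, p = 0.96875). From the unchanged TLR2 the paper reasons that this receptor does not seem to take part in the change of AvBD1, and proposes other factors such as organic acids of the bacteria.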

## 5 Conclusions

Our results indicate an anti-inflammatory and bacteriostatic effect of both probiotics, BS and BV. Evidence is provided by increased expression of *IL1R2* and *AVD*, while at the same time the expression of pro-inflammatory cytokine genes such as *IL1B* and *IL8* was also increased. Additionally, we observed altered expression of immune cell surface marker genes, including *CD4*, *CD28*, and *CD25* after treatment with both tested probiotic *Bacillus* strains in our cell culture system. Furthermore, we observed a modulation of the expression patterns of genes encoding pro-inflammatory and anti-inflammatory cytokines, as well as protective compounds such as IL-1β, IL-8, IL-10, IL-1R2, AVD, and AvBD1 by both *Bacillus* strains. Moreover, we identified significantly enriched KEGG pathways comprising innate and adaptive immune responses. The findings of this *in vitro* study provide a foundation for future research and evidence that *B. subtilis* DSM 32315 and *B. velezensis* CECT 5940 could potentially enhance the immune system’s ability to defend against infection by modulating immune responses and cytokine expression. This could help to prevent and reduce the use of antimicrobials in chicken farming.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/geo, accession number: GSE272225.

## Ethics statement

The animal study was approved by local state office of occupational health and technical safety “Landesamt für Gesundheit und Soziales Berlin” (LaGeSo Reg. T 0151/19, T-HU-07/21). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

FL: Data curation, Formal analysis, Investigation, Visualization, Writing – original draft, Writing – review & editing. MS: Investigation, Writing – review & editing. DH: Supervision, Writing – review & editing. CF-G: Formal analysis, Visualization, Writing – review & editing. GL: Writing – review & editing. GB: Conceptualization, Supervision, Writing – review & editing. SK-R: Conceptualization, Supervision, Writing – review & editing.

# Supplementary material for: In vitro assessment of the immunomodulatory effects of probiotic Bacillus strains on chicken PBMCs
**Source:** Front Immunol. 2024 Jul 29;15:1415009. doi: 10.3389/fimmu.2024.1415009
**Supplement:** Supplementary file 1

Supplementary Material

*In vitro* assessment of the immunomodulatory effects of probiotic *Bacillus* strains on chicken PBMCs

Filip Larsberg^1,5^, Maximilian Sprechert^1^, Deike Hesse^1^, Clemens Falker-Gieske^2,3^, Gunnar Loh^4^, Gudrun A. Brockmann^1^, Susanne Kreuzer-Redmer^5*^

# Supplementary Figures

#
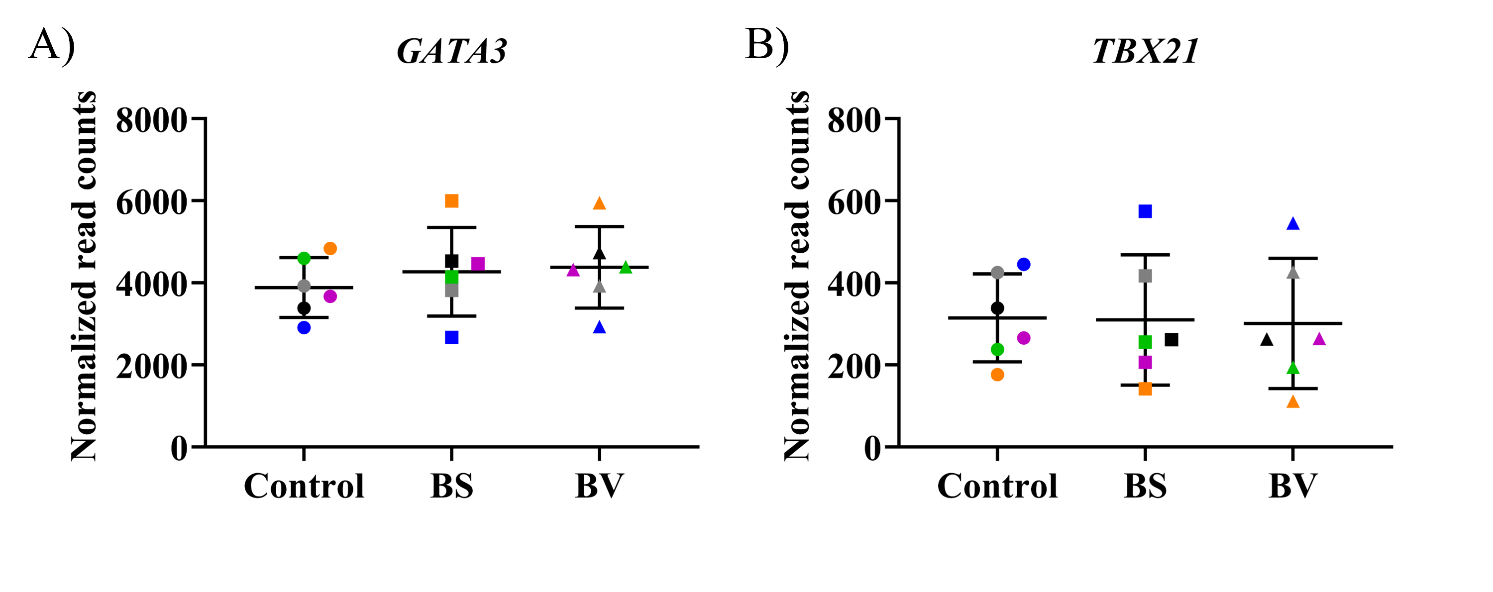

**Supplementary Figure 1.** Influence of vital *B. subtilis* DSM 32315 (BS) and *B. velezensis* CECT 5940 (BV) on the expression of major transcription factor genes (A) *GATA3* and (B) *TBX21* in chicken PBMCs. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same colour refers to the same individual for control and BS or BV treatment. A paired t-test was performed.

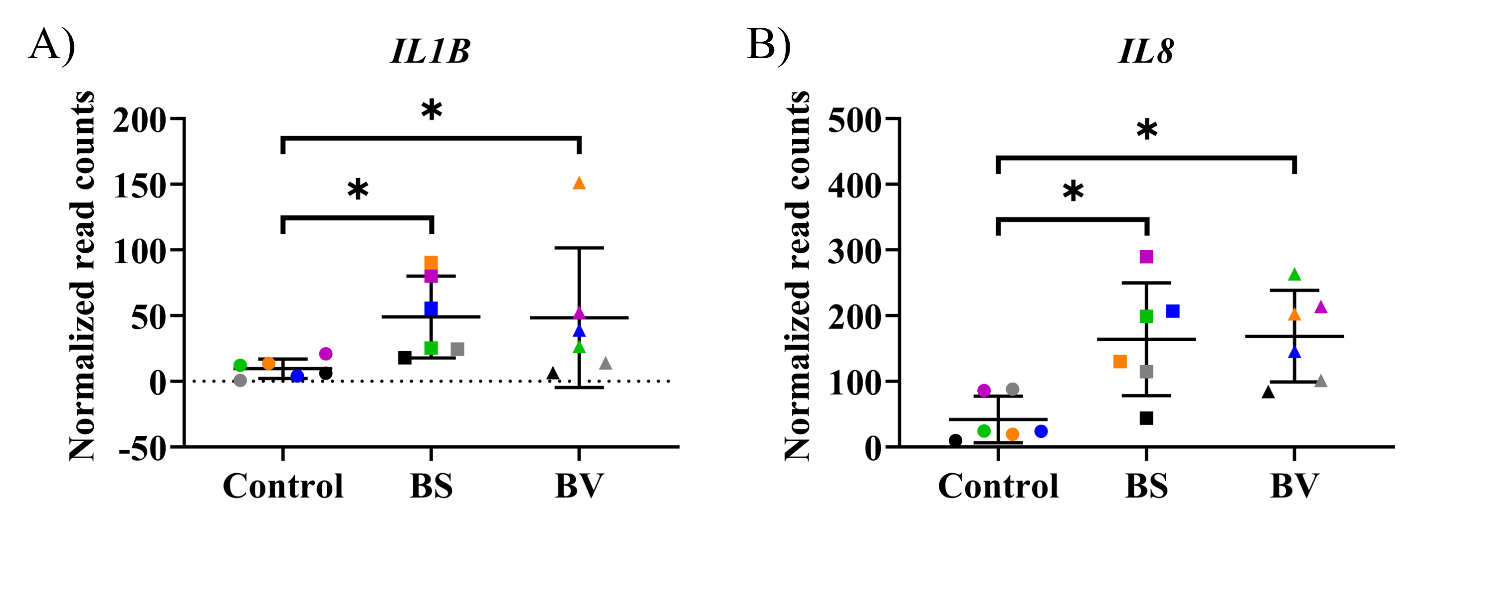

**Supplementary Figure 2.** Influence of vital *B. subtilis* DSM 32315 (BS) and *B. velezensis* CECT 5940 (BV) on the expression of pro-inflammatory cytokine genes (A) *IL1B* and (B) *IL8* in chicken PBMCs. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same colour refers to the same individual for control and BS or BV treatment. A paired t-test (BS: *IL1B*) and a Wilcoxon rank-sum test (BS: *IL8*; BV: *IL1B*, *IL8*) was performed. Significance is shown as *, p < 0.05.

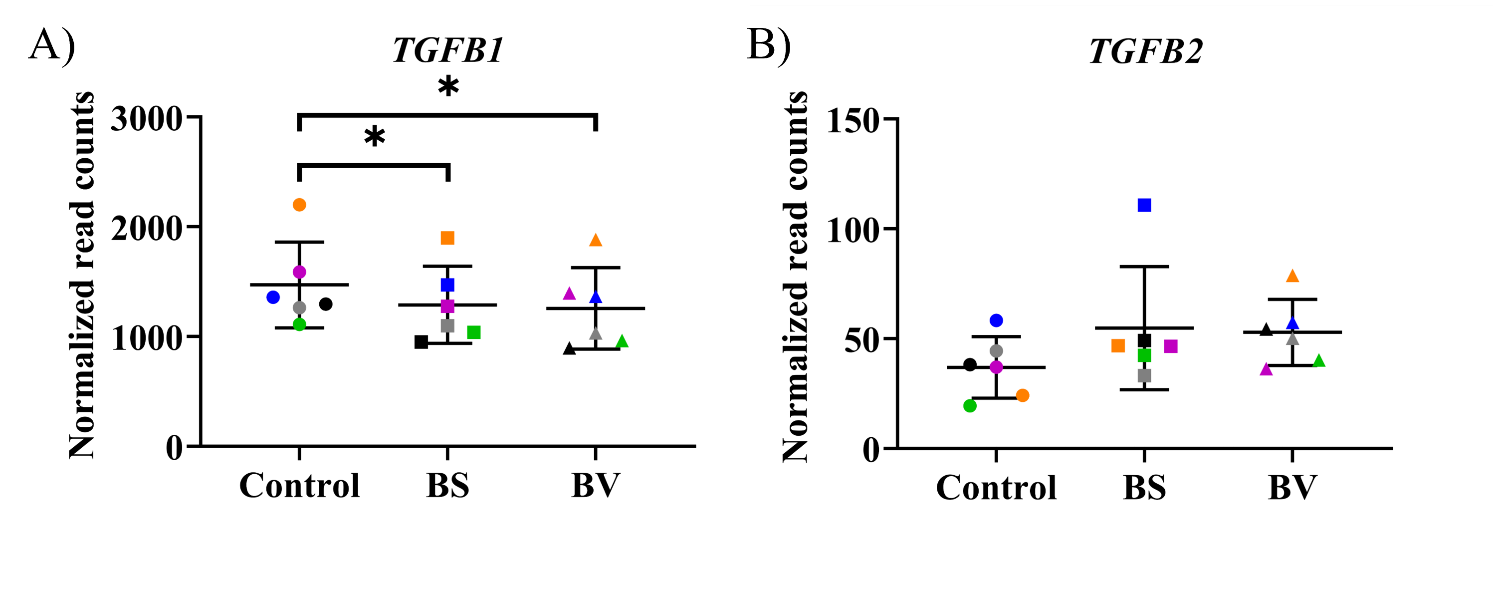

**Supplementary Figure 3.** Influence of vital *B. subtilis* DSM 32315 (BS) and *B. velezensis* CECT 5940 (BV) on the expression of the transforming growth factor β (TGF-β) genes (A) *TGFB1* and (B) *TGFB2* in chicken PBMCs**.** Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). Same colour refers to the same individual for control and BS or BV treatment. A paired t-test (BS: *TGFB1*; BV: *TGFB1*, *TGFB2*) or a Wilcoxon rank-sum test (BS: *TGFB2*) was performed. Significance is shown as +, p < 0.1; *, p < 0.05.

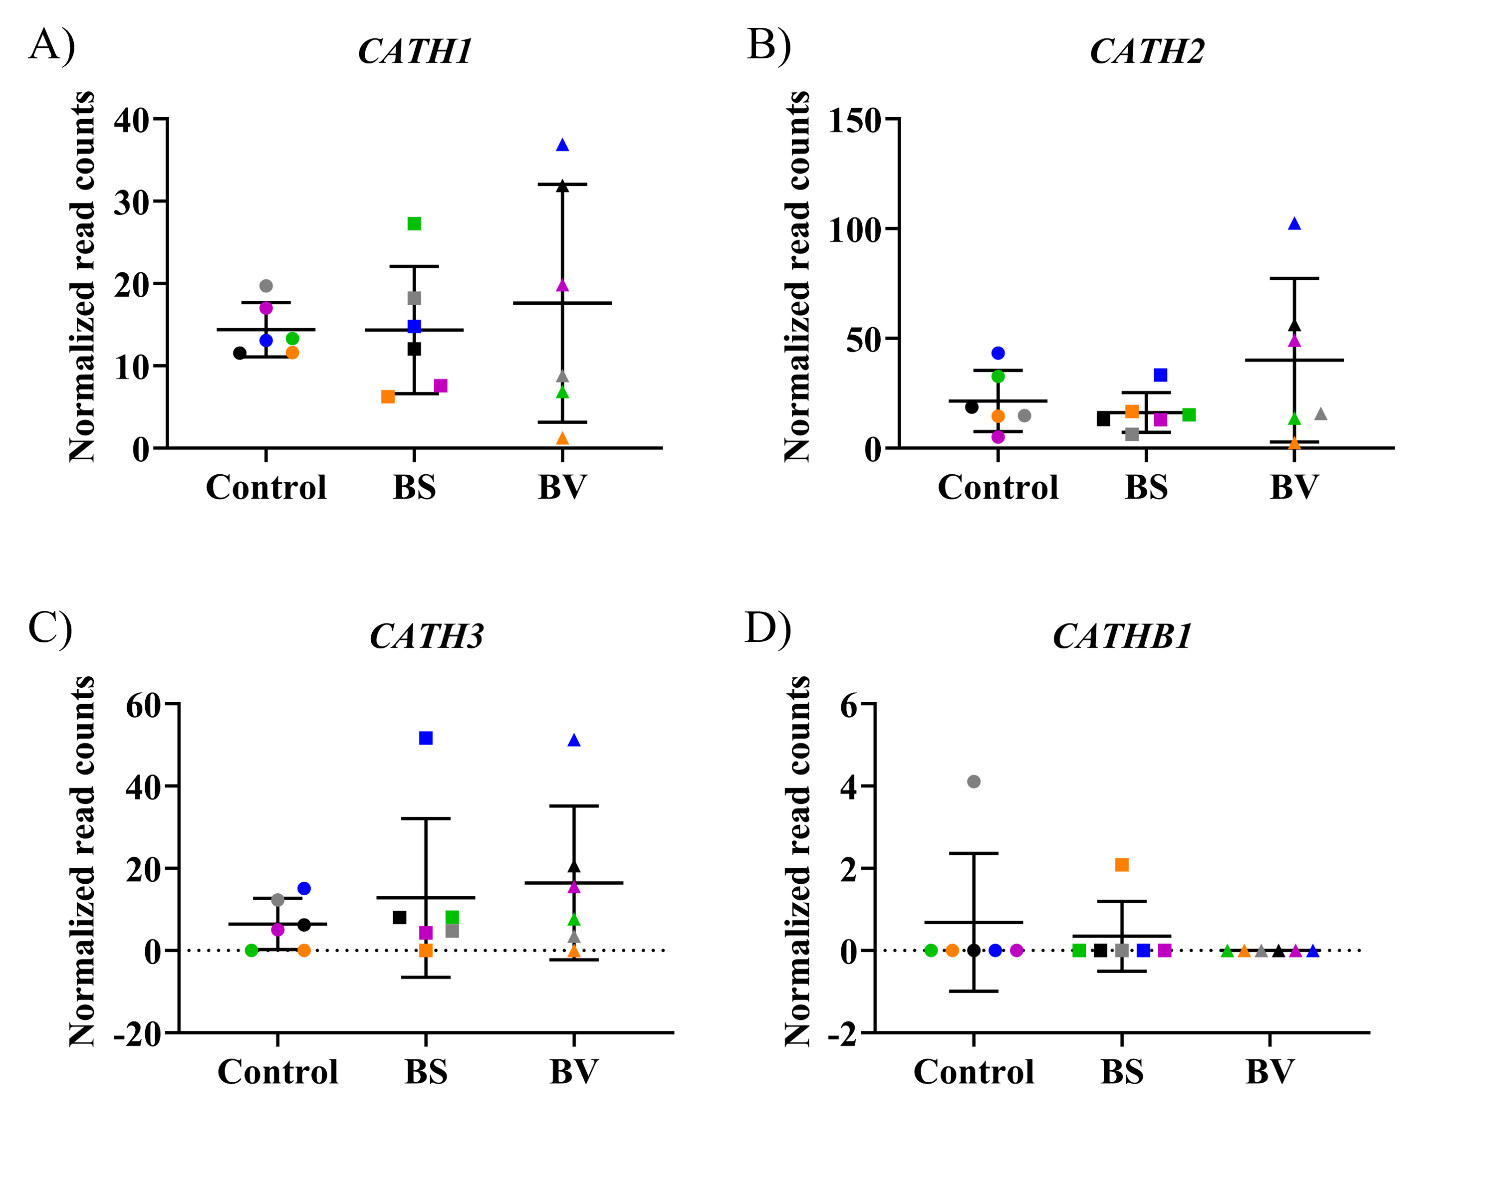

**Supplementary Figure 4.** Expression of cathelicidin genes (*CATH1*, *CATH2*, *CATH3*, *CATHB1*) in chicken PBMCs after treatment with vital *B. subtilis* DSM 32315 (BS) and *B. velezensis* CECT 5940 (BV). Expression levels of (A) *CATH1*, (B) *CATH2*, (C) *CATH3*, and (D) *CATHB1*. Data represent normalized read counts of six biological replicates after treatment with BS or BV. Results are presented as scatter dot plots showing the mean with SD. Individual values represent the mean of the technical replicates per biological replicate and are shown as circles (Control), squares (BS), and triangles (BV). The same colour refers to the same individual for control and BS or BV treatment. A paired t-test (BS: *CATH1*, *CATH2*; BV: *CATH1*, *CATH2*, *CATH3*) or a Wilcoxon rank-sum test (BS: *CATH3*, *CATHB1*; BV: *CATHB1*) was performed.

How the deposited data were processed for this re-analysis (not part of the article)

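RNA sequencing was done by the authors on PBMCs of 6 chickens after 24 h in culture as a negative control, with BS, with BV or with conA at 10 µg/ml, which gave 6 libraries per condition and 24 in all. The authors pooled the experimental duplicates before sequencing, prepared stranded total-RNA libraries, sequenced 100 bases from both ends, trimmed the reads and aligned them to GRCg6a with STAR. The tool that counted the reads and the annotation release are not given in the sources used here. The first deposited table holds the read counts per gene as the authors made them, for 23910 genes with 13565 gene symbols, 10345 genes named by their Ensembl ID and 54 symbols on more than 1 entry. The second deposited table holds the authors' normalized signal per gene, which equals the count divided by the DESeq2 size factor of the library to within 4.89e-09, for the 20266 genes with at least 2 reads over all libraries. All columns with values of samples were used. The cytokine concentrations in the supernatants were not analysed here.

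From the counts, genes with at least 2 reads over all 24 libraries were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation and legacy set to FALSE, glmQLFTest, TMM normalization, Benjamini-Hochberg adjustment over all genes tested). The control, BS and BV libraries entered 1 fit, and conA was compared with the control in a fit of 12 libraries. No term for the chicken was used, because the methods of the paper name none for this comparison. This main fit thus ignores the pairing and leaves differences between chickens in its spread. Standard errors of log2 FC are the log2 FC divided by the square root of the F statistic. Genes were called at an absolute log2 FC above 1.5 and an adjusted p under 0.05, and the input of the KEGG analysis was selected at an unadjusted p under 0.05 and an absolute log2 FC above 0.5. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and set tests. The edgeR fits with and without the chicken as a block and DESeq2 were tested on simulated counts for BS and for BV. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the remaining tests and the figures, and the seed of all random steps was 20240729.

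The methods' paired t-test was replaced by a two-sided exact paired permutation test of the mean difference in normalized counts, which assumes no normal distribution. For genes that have several entries in the files, the entry whose mean difference equals the value printed by the paper to within 0.5 counts was taken, and all entries were reported otherwise. BS was also compared with BV in 34 such tests. The genes named in the text were chosen by a rule. It takes every gene that the paper or its supplementary tables name, and for BS, BV and conA the 5 genes with the largest absolute log2 FC among those called and changed the same way in 6 of 6 chickens. The values printed by the paper had been seen when this rule was written. Since no gene was called after BS or BV without the chicken as a block, the second part was applied to the blocked fit for these strains.

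Samples of the same number come from the same chicken according to the paper, which colours its points by individual. Over the 13024 genes with a mean of at least 10 normalized counts, the deviations of same-numbered samples from their group means had correlations of at least 0.386 between control and BS, 0.506 between control and BV and 0.453 between BS and BV. Samples of different numbers had correlations of up to 0.567, 0.565 and 0.555, so that these ranges overlap, with medians of -0.198, -0.267 and -0.263. Between control and conA the correlation was -0.034 for chicken 3 and 0.0796 for chicken 5. The libraries of chickens 1 and 2 carry the consecutive numbers 29 to 36, and for chickens 3 to 6 the conA libraries, 57 to 60, are numbered apart from the control, BS and BV libraries. Each chicken's control, BS and BV libraries stand together in this numbering. Total counts over all libraries were between 12170873 and 31242160 (median 23952895), between 14539 and 17200 genes were detected per library, and the 5 most counted genes took 17.2% to 31.4% of the counts.

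The fry test of limma was applied to 9 lists of marker and response genes, fixed beforehand, with Benjamini-Hochberg adjustment over 36 tests. They were lists of B cell, T cell, monocyte or macrophage, heterophil, thrombocyte and erythrocyte genes and of genes of proliferation, the interferon response and the NF-kB response. No gene is on more than 1 list. A list of W chromosome genes was also prepared, of which 2 of 10 genes were found, fewer than the 5 needed, so that the sex of the chickens could not be read from it. Where a group had 0 reads, the ratio was computed against a floor of 3 reads over the group, and where it had 1 to 3 reads it was given with a 95% exact counting interval. Single samples far from their group were sought with Dixon's test (critical value 0.625 for 6 samples) in groups with a mean of at least 10 normalized counts, a minimum chosen after the values were seen. Clustering used a pseudocount of 1. Other splits of the libraries were counted in fits of the 2 groups compared, with 100 splits drawn, or with the 32 splits that part all pairs where the chicken was a block.

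Alternatives were DESeq2 on the same libraries and on all 24, DESeq2 size factors in edgeR, filterByExpr, other libraries in the fit, the chicken as a block in edgeR and DESeq2, legacy set to TRUE, no log2 FC threshold, and each chicken left out in turn. For single genes they were the log2 scale, unpaired, signed-rank and rank-sum tests, CPM and TMM-scaled counts. For the clustering they were average linkage and the 500 most variable genes. For gene lists they were camera with a preset (0.01) and an estimated correlation, the block, filterByExpr and DESeq2 size factors. Added after the data were seen were DESeq2 on all libraries without the log2 FC threshold, and the block without that threshold, with filterByExpr, with DESeq2 size factors, with each chicken left out and with the conA numbers 3 and 5 exchanged. KEGG enrichment was not repeated, because it rests on a database that is not used here.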

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

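Chosen only after the results were seen were the tests of the scaling, of total counts, of the share of the 5 most counted genes, of single far samples (AvBD1, TLR2A and the others), of IL10 between the strains, of the thrombocyte genes and of the numbering of the libraries after conA and of the share of B cells, as well as the fits with the chicken as a block that also change a second setting.

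In 12 of 55 groups of 6 samples a single sample lay far from the others by Dixon's test, where about 2.75 of 55 would do so by chance. In the BS group these were CD28 in chicken 6 (6931 normalized counts), TGFB2 (111), AvBD1 (113), DEFB4A (62.8) and CATHL3 (51.7) in chicken 5, and TLR2B in chicken 3 (30.3). In the BV group they were CCL5 (589), IL1B (151) and TLR2A (20.0) in chicken 1 and AvBD1 in chicken 5 (161). In the control group they were IL2RA in chicken 4 (914) and AvBD1 in chicken 5 (88.6). For all but TLR2A, counting error is argued against by the exact test of the reads against the nearest sample of the group, with a largest p of 0.00279. For the same 11 far samples, the chicken was also the highest in at least 1 of the other groups, which argues against an error in 1 library. AvBD1 was highest in chicken 5 in 3 of 3 groups (control, BS and BV). A lasting difference between chickens is consistent with these values and was not tested further, since the design gives nothing about the chickens.

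TLR2A in chicken 1 after BV is the exception. It had 16 reads against 13 in the nearest sample (exact test, p = 0.131), so that counting error could explain its distance. Chicken 1 was at rank 6 in the BS group and at rank 2 in the control. An error in 1 library and counting error cannot be told apart here, since the count is low.

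IL10 differed between the strains. Its normalized counts were higher after BS than after BV in 6 of 6 chickens, by 3.04 on average (exact paired permutation test, p = 0.03125, the smallest that 6 pairs can give). With TMM-scaled counts p was 0.0625. The summed reads, 23 after BS and 8 after BV, differed beyond counting error (exact test, p = 0.00342). Over the 34 entries of 28 genes tested for a strain difference the adjusted p was 0.85. At least 22 of the 34 tests would have to reach the smallest p for an adjusted p under 0.05, so that the adjustment decides nothing here, and chance among the tests and a difference between the strains cannot be told apart.

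After conA, a condition for which the paper reports no global comparison, 177 genes were called, 169 of them higher and 8 lower than in the control. DESeq2 called 227 genes on the same libraries and 211 with all libraries. Without chicken 3 edgeR called 121, and with the chicken as a block it called 491, of which 193 were higher and 298 lower. Of 100 splits of the 12 libraries only 1, the real one, gave as many genes, and with the block 1 of 32, again the real one. This argues against chance for both counts, at the smallest share that these numbers of splits can give. The split with the next highest number gave 2 genes, and with the block 109. The blocked count rests on the labels of the conA libraries 3 and 5, whose numbers may be crossed. With these 2 numbers exchanged the block gave 525 genes, 202 higher and 323 lower, of which 484 were among the 491, and 1 of 32 splits, the real one, gave as many (next highest 127). XCL1 had 575 ± 453 normalized counts (SD, n = 6 chickens) against 3.26 ± 2.71, a log2 FC of 7.35 (SE 0.68, adjusted p = 5.9e-06 from edgeR, 1.2e-24 to 3.5e-04 over 14 alternatives). CCL1 was at a ratio of 182 (95% exact counting interval 61.9 to 885), ENSGALG00000051090 at 404 (72.0 to 15983) and ENSGALG00000055066 at 232 (63.8 to 1919). ENSGALG00000031929 was at least 38.9-fold higher, with 0 reads in the control. All 5 were higher in 6 of 6 chickens. The adjusted p of ENSGALG00000051090 was under 0.05 in 13 of 14 alternatives, that of ENSGALG00000031929 in 9 of 13 and those of the other 3 genes in 14 of 14. Total counts did not differ within chicken (exact paired permutation test, p = 0.8125). The conA libraries of chickens 3 to 6 are numbered apart, whereas those of chickens 1 and 2 stand with their controls. Of 179 genes called from chickens 3 to 6 alone, 164 moved the same way in both chickens 1 and 2, by a median log2 difference of 1.91 and 2.04. After BS and BV 57 and 65 of these genes did so. This argues against the separate numbering as the source of these genes as a set, and an effect of conA stays open.

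In the fit with a block for the chicken, 27 genes called after BS and 22 called after BV lie outside the genes that the paper lists. CSF3 was at a ratio of 43.1 after BS (95% exact counting interval 11.5 to 362) and 29.0 after BV (7.68 to 245), ENSGALG00000021092 at 20.4 (6.62 to 102) and 28.5 (9.44 to 141). IL17C had 14.8 ± 13.2 normalized counts (SD, n = 6 chickens) after BS and 20.9 ± 30.6 after BV against 1.40 ± 1.27, and was higher in 6 of 6 and 4 of 6 chickens. Without the block, edgeR called 0 genes after either strain and DESeq2 13 and 9. In fits of the 2 groups alone, the block gave 22 genes for BS and 27 for BV, and of the 32 splits that part all pairs only 1, the real one, gave as many for either strain. The next highest splits gave 8 and 4. Of 100 assignments of the 3 groups within chicken, only 1 gave as many as the 21 genes called after both strains, and the next highest gave 6. This argues against chance in the labelling of the groups. With 32 splits the smallest possible share is 1 of 32, and several counts were tested in this way. In 20 simulations of unchanged groups the blocked fit called 0 to 6 genes for BS, 0 to 5 for BV and at most 2 shared. In the simulation with 200 genes changed 4-fold it also called 22 and 14 unchanged genes.

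For the genes called after both strains, the tables argue against several technical explanations. A difference in library size has a lowest exact paired permutation p of 0.3125, and a difference in the share of the 5 most counted genes one of 0.6875. Scaled by total counts alone, the median of 11844 expressed genes was shifted by at most 0.115 log2 in any chicken after either strain, while the smallest absolute log2 FC of the shared genes was 1.54, which argues against the scaling as the whole cause. DESeq2 size factors are so close to TMM here that the 22 shared genes they gave say nothing about it. Without each chicken in turn at least 9 were shared, the fewest without chicken 1 and 14 without chicken 6, so that no single chicken accounts for all of them. The summed counts of CD72 with CD72AG and of IL8 with IL8L1 were higher in 6 of 6 chickens (largest exact paired permutation p = 0.03125, the smallest possible), which argues against reads moving between similar genes. Simulations of unchanged groups, in which both comparisons shared simulated controls, gave at most 47 common genes of the KEGG input, and 160 were observed. With the block 312 were, and exchanges of the groups within chicken gave at most 204. This argues against the sharing of controls alone as the source of the common genes. The correlation of the log2 FC decides nothing. Across 11849 expressed genes it was 0.799, and at most 0.521 in the simulations, with genes not being independent replicates. With the block it was 0.802, and exchanges within chicken gave up to 0.791. Across all genes 3 of them gave a higher one than the real assignment. A response to both strains and the shared controls thus cannot be told apart by the correlation. What stays open is a change in the share of a cell type. In the blocked fit, 3 cell type lists (B cell, erythrocyte and heterophil) passed the set test after both strains, but members of each list moved apart, so that a change in share and a change in expression cannot be told apart. A response of the cells to the strains may also underlie these genes.

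The thrombocyte list was lower after conA, with a median log2 FC of -2.21 in the fit with the chicken as a block (fry, adjusted p = 0.0082, 0 of 9 genes higher). With the conA numbers 3 and 5 exchanged the median was -2.21 and the adjusted p 0.0086. With the labels as given, adjusted over the list alone 6 genes passed, and 6 over all genes. Without the block the median was -2.23 and the adjusted p 0.345, with 1 gene adjusted over the list alone and 1 over all genes. ITGA2B had 1277 ± 2251 normalized counts (SD, n = 6 chickens) after conA and 8566 ± 14112.5 in the control, and was lower in 6 of 6 chickens. All 8 members with a control mean of at least 100 were lower in at least 5 of 6 chickens, which is consistent with fewer thrombocytes among the cells after conA. A difference in library size is argued against by p = 0.8125 (exact paired permutation test of total counts). Crossed numbers of chickens 3 and 5 do not account for it, since the list was lower in 4 of the 4 other chickens. The separate numbering of the conA libraries of chickens 3 to 6 is argued against by chickens 1 and 2, whose conA libraries are numbered with their controls. There the list median was lower by -2.45 and -3.52, and in chickens 3 to 6 by -1.20, -2.50, -1.65 and -0.71. A lower expression in the same cells and an effect of conA stay open.

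The B cell list was higher after both strains, with a median log2 FC of 0.80 after BS and 0.88 after BV (fry, adjusted p = 0.0045 for both, 8 of 9 genes higher). Adjusted over the list alone 0 genes passed after BS and 1 after BV, and over all genes 0 after either. With an estimated correlation in camera the adjusted p was 0.0154 for both. In the blocked fit the medians were 0.79 and 0.84 (adjusted p = 0.0025 and 0.0024, 9 of 9 genes higher), and 3 genes after BS and 4 after BV passed adjusted over the list alone, and 2 after each strain over all genes. Of the 3 members with a control mean of at least 100, 2 lay more than 2 SE below the list median after both strains. BTK had blocked log2 FC of 0.04 and 0.06 and CD79B 0.14 and 0.15, while PAX5 had 0.79 and 0.86. BTK is also expressed by other blood cells. JCHAIN, below that minimum, was at 0.82 and 0.78 and POU2AF1 at 0.04 and 0.02. The minimum was chosen after these values were seen, and a test of CD79B with BTK or with POU2AF1 alone would have argued against a higher share of B cells. Since abundant members move apart and only 3 could be used, a higher share of B cells and a change of expression in these cells cannot be told apart. CD72 is not on this list.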

How the results depend on the processing

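Added after the data were seen were the settings without the log2 FC threshold in DESeq2 and in the blocked fit, and the block with filterByExpr, with DESeq2 size factors (RLE), with a chicken left out or with the conA numbers 3 and 5 exchanged.

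The numbers of genes called after BS, BV and both, 0 each with edgeR, stayed at 0 with RLE, filterByExpr, the 2 groups alone and legacy set to TRUE, and without replicate 1 to 6 in turn (0 to 0). They moved as follows for BS, BV and both strains: DESeq2 on the same libraries 13, 9 and 8; DESeq2 on all 24 libraries 10, 7 and 6; the chicken as replicate block 36, 28 and 21; DESeq2 with the block 35, 28 and 22; the block with filterByExpr 32, 24 and 20; the block with RLE 38, 28 and 22. Without the log2 FC threshold BS stayed at 0 and BV moved to 1 (HMGB2). DESeq2 on all libraries without that threshold called 13, 8 and 7, and the block without it 210 for BS and 185 for BV. In the blocked fit with replicates left out in turn, the numbers were 21 to 37 for BS (21 without chicken 1), 10 to 33 for BV (10 without chicken 1, 16 without chicken 6) and 9 to 24 for both (9 without chicken 1, 14 without chicken 6). Fewer samples enter these fits. The block takes differences between chickens out of the spread, and the cause of the other changes was not tested.

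For conA against the control, 177 genes moved to 491 with the block, 443 with DESeq2 and the block, 474 without the log2 FC threshold and 525 with the block and the conA numbers 3 and 5 exchanged, and stayed between 121 and 227 in the other planned settings without a block. DESeq2 on all libraries without that threshold called 898. With the block the share of lower genes changed from 8 of 177 to 298 of 491. Between BS and BV, 0 genes moved to 9 in DESeq2 with the block (3 higher, 6 lower after BS), and stayed at 0 in every other alternative. The input of the KEGG analysis moved, for BS, from 452 to 205 with filterByExpr, where fewer genes were tested, and to 738 with the block. For BV it moved from 449 to 275 with DESeq2 on the same libraries, 283 with DESeq2 on all libraries, 193 with filterByExpr and 681 with the block. Without replicate 1 to 6 in turn, it was 374 to 467 for BS and 357 to 456 for BV. Apart from tests that the filter left out, the cause was not tested.

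Of the 18 selected-gene tests with p = 0.03125 in the exact paired permutation test, the unpaired test (no replicate block) kept 7 and the rank-sum test 8. TMM-scaled counts kept all 18, and CPM kept 17 and added 1. In the 18 tests all 6 differences have the same sign, so that the log2 scale and the signed-rank test must give the same p and the direction must stay without any 1 chicken, and these say nothing about stability. With a replicate left out, 5 pairs cannot go below p = 0.0625 in this exact test, so that no test was made there. The strain difference of IL10, 1 of 34, moved to 0 with TMM-scaled counts, where p was 0.0625. Clustering moved from 12 of 12 libraries to 6 with the 500 most variable genes for BS and for BV, and with these genes centred on the chicken (replicate block) to 6 for BS and 8 for BV. Of 12 libraries, 6 is the lowest number that this count can take. Of 36 list tests, 3 were under 0.05 (B cell after BS and BV, NF-kB response after conA), 11 with the preset correlation of camera, 11 with the replicate block, and 12 with the block and the conA numbers 3 and 5 exchanged. With an estimated correlation 2 were, the B cell list after both strains, and with RLE 3. With filterByExpr 3 were as well, but the heterophil list was not tested there, so that fewer than 36 tests were adjusted. The cause was not tested.

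Among all 157 comparisons of a count or summary with an alternative, 109 stayed within 1.5 times and 48 moved. For log2 FC of single genes, 308 of 403 stayed on the same side of the adjusted p threshold, 81 passed it only in the alternative, 14 no longer passed it and 0 reversed their sign. With the replicate block 23 of these log2 FC passed it that had not done so. Of 612 comparisons of normalized counts in 6 tested alternatives, 588 kept their call, 23 became weaker and 1 stronger. Of the same 612, 11 changed their sign, 0 of them where p was under the threshold. In 612 further comparisons with a chicken left out no test was made. There, all stayed within the SD of the differences between chickens, which leaving out 1 of 6 pairs cannot exceed, and 70 changed their sign. Depth limits the genes with few reads. IL6, IL12A, IL21, AvBD5, AvBD9, AvBD13, AvBD14 and CATHB1 had at most 16 reads over the 6 libraries of any of the control, BS and BV groups, and only large differences were detectable.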

Differences from the paper's values

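The paper reports 12 differentially expressed genes after BS and 8 after BV, 7 of them shared, with 11 and 7 upregulated. Here edgeR without a term for the chicken called 0 genes after BS, 0 after BV and 0 shared, with 0 upregulated (637 and 597 genes at an unadjusted p under 0.05). Of the 15 alternatives fixed before the data were examined, 2 lie within 1.5 times of the paper's values for all of these numbers, DESeq2 on the same libraries (13, 9 and 8) and DESeq2 on all 24 libraries (10, 7 and 6). The other 13 do not: RLE, filterByExpr, the 2 groups alone, legacy set to TRUE, no log2 FC threshold and without replicate 1 to 6 gave 0 or 1, and the replicate block (36, 28 and 21) and DESeq2 with that block (35, 28 and 22) gave more. DESeq2 on all 24 libraries without a log2 FC threshold, chosen after seeing the values, called 13 genes after BS and 8 after BV, 7 shared, and drops 0 of the paper's 12 and 0 of its 8 genes. The genes after BV were the paper's 8, and after BS the paper's 12 and CD83. DESeq2 on all libraries with the threshold called 9 of the paper's 12 and 7 of its 8, DESeq2 on the same libraries 8 and 7, and the replicate block 9 and 6. Also chosen after seeing the values, the blocked fit without chicken 1 called 10 genes after BV and 9 shared genes, within 1.5 times of the paper's numbers, and drops 3 of the paper's 8 genes and 2 of its 7 shared genes.

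The paper used 252 genes after BS and 154 after BV for its KEGG analysis, and 452 and 449 were selected here by the rule it states. For BS, 4 of 14 alternatives fixed before the data were examined lie within 1.5 times of the paper's value: filterByExpr (205), DESeq2 on the same libraries (340), DESeq2 on all libraries (338) and without replicate 1 (374). For BV only filterByExpr (193) does. The other settings do not, among them RLE, the block, legacy set to TRUE and without replicate 2 to 6. Counting only genes with a symbol, chosen after seeing the values, 243 genes remained after BS and 228 after BV, and with DESeq2 on the same libraries 198 and 169.

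The 19 mean differences in normalized counts that the paper prints were found here to within 0.08 counts. Of 10 alternatives, the unpaired, signed-rank and rank-sum tests change only the test. With TMM-scaled counts and with each chicken left out, all 19 stayed within the SD of the differences between chickens. Still, IL1B after BV was at 18.9 without replicate 1, where the paper gives 38.76, and AvBD1 after BV at 17.0 without replicate 5, where it gives 26.27.

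The paper lists its differentially expressed genes as exceeding an absolute log2 FC of 1.5. Here the log2 FC of DENND5B was 1.05, of CD72AG 1.43 after BS, of ENSGALG00000038584 -1.45 and of HMGB2 after BV -0.73. That of CD72AG after BV was 1.4968, at the threshold, and 1.52 in DESeq2 with all libraries. The remaining listed genes exceeded 1.5 in edgeR.

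The paper states that IL16 was higher after conA. Here it was lower on average, by a mean difference of -368 normalized counts (2 of 6 chickens higher, exact paired permutation test, p = 0.34375). It was higher in chickens 1 and 2, by 624 on average, and lower in chickens 3 to 6, by -864.

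The paper states a significant change of CD4 after BS and of TGFB1 after BS and BV. It used a paired t-test for these, which was not run here, and the exact test of 6 pairs cannot go under 0.03125. The exact paired permutation p was 0.0625 for CD4 after BS (5 of 6 chickens higher), 0.09375 for TGFB1 after BS and 0.0625 for TGFB1 after BV (5 of 6 chickens lower for both). The paper states that CD8 did not change. CD8A (ENSGALG00000038559) had a p of 0.5625 after BS and 0.46875 after BV (exact paired permutation test), whereas CD8BP, the gene of the beta chain, was higher in 6 of 6 chickens after both strains (p = 0.03125, same exact test). It states that AvBD4 did not change. The entry AvBD4 had p = 0.8125 after BS and 0.1875 after BV (exact paired permutation test), which is no difference from the paper. DEFB4A, an entry with its own ID beside AvBD4, was higher in 6 of 6 chickens after BV (p = 0.03125, same exact test). It was not shown to be AvBD4, so that it does not bear on this statement.

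The paper states that clustering separates the control from the BS-treated PBMCs. With the 12 genes it lists this was also found, with 12 of 12 libraries, whereas over the 500 most variable genes 6 of 12 libraries lay with their group, the lowest number possible.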

Other observations

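Chosen only after the results were seen were the tests of the splits of the KEGG input with the block, of conA numbering, of the blocked fit with exchanged conA numbers, of the thrombocyte list in chickens 1 and 2, of library batches and of IL16 after conA.

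A count of 0 is reached by every split and says nothing about chance. So 100 of 100 splits of the libraries reached the 0 genes called without a block for BS, 100 of 100 those for BV and 100 of 100 those for BS against BV, and with the block 32 of 32 reached the 0 called between BS and BV. For the KEGG input of BS and BV without a block, chance cannot be excluded. Of the splits of 12 libraries, 69 of 100 gave as many genes for the KEGG input of BS (400 in this fit of 2 groups, with a median of 493 over the other splits) and 66 of 100 for BV (446, median 511). These splits mix the chickens. With the block, where all pairs are parted, 1 of 32 splits, the real one, gave as many, with 625 genes for BS and 658 for BV. The next highest gave 562 and 536. This argues against chance for these counts, at the smallest share that 32 splits can give. Part of such a number is still expected without a change. The median over the other splits with the block was 310 genes for BS and 288 for BV. In the blocked fit of all 3 groups, 738 genes were selected for BS, and 20 simulations of unchanged groups gave 517 to 603. For BV 681 were selected, and the simulations gave 558 to 639. The 100 splits were drawn from 462. The highest number of called genes in any split, 350 for BS and 160 for BV, came from a split with chickens 1 and 2 on one side, a division that 5 of the 100 splits have. In the fit of all 3 groups the blocked values are 36 and 28 called genes and 738 and 681 genes of the KEGG input.

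Across 20266 genes the log2 FC of BS and BV in the blocked fit had an r of 0.576. When the 3 groups were exchanged within chicken, 4 of 100 assignments, the real one included, gave an r as high, over a range of 0.416 to 0.587. The number of common genes of the KEGG input was 312, and the next highest of the 100 assignments gave 204. In the simulations of unchanged groups, where both comparisons shared simulated controls, the blocked fit gave 114 to 166.

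The libraries of chickens 1 and 2 differed from those of chickens 3 to 6. In the control the thrombocyte list was 4.28 higher in its median log2 difference in chickens 1 and 2, and the list with the next largest difference, monocyte or macrophage, 1.98. In the BS, BV and conA groups the thrombocyte list was 4.16, 4.36 and 2.20 higher. A candidate explanation is a higher share of thrombocytes in the PBMCs of these chickens. The control, BS and BV libraries of all chickens, with the conA libraries of chickens 1 and 2, form 1 unbroken run of numbers, 29 to 48, so that the numbering shows no library batch of chickens 1 and 2. A batch that follows the chickens was not testable, since 0 chickens could have libraries on both sides of it, and such a batch and a difference between chickens cannot be told apart.

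The conA libraries of chickens 3 and 5 were unlike the other libraries of their number. Of 720 ways to number the 6 conA libraries, the one that exchanges numbers 3 and 5 gave the highest mean correlation with the control, BS and BV libraries, 0.513, and the next best gave 0.405. The numbering of the labels gave 0.375, at rank 7. The conA library labelled 3 had a mean correlation of -0.026 with chicken 3 and 0.394 with chicken 5, and the one labelled 5 had -0.011 with chicken 5 and 0.396 with chicken 3. Crossed numbers are a candidate explanation. The labels were used as given, and group means without a block do not depend on them. AvBD1, highest in chicken 5 in the control, BS and BV groups, had 3.12 normalized counts in the conA library labelled 5, and 93.7 was the highest conA value.

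IL16 after conA differed between chickens 1 and 2 (mean difference 624) and chickens 3 to 6 (-864). The conA libraries of chickens 3 to 6 are numbered apart from their control libraries and those of chickens 1 and 2 are not. As 0 chickens have conA libraries of both kinds, a difference between library batches and one between chickens cannot be told apart, and no biological explanation was tested.

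After conA, IL2 had 37.5 ± 28.7 normalized counts (SD, n = 6 chickens), from 222 reads against 2 in the control, a ratio of 113 (95% exact counting interval 30.8 to 935). IL2RA had 1099 ± 132 normalized counts and TGFB2 64.2 ± 24.1. These 3 genes were higher than in the control in 6 of 6 chickens (exact paired permutation test, p = 0.03125 for each, adjusted p = 0.354). ENSGALG00000023472, with 500 reads after conA and 0 in the control, was at least 169-fold higher (edgeR, adjusted p = 0.0857, 8.9e-16 to 0.277 over 13 alternatives, 7 of them under 0.05).

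The remaining gene lists gave the following median log2 FC after BS and BV. Erythrocyte genes (8 of 10 found) had 0.98 and 0.77 (fry, adjusted p = 0.992 for both), heterophil genes (6 of 10) 1.37 and 1.21 (0.189 for both), NF-kB response genes (13 of 14) 0.36 and 0.24 (0.342 and 0.495), monocyte or macrophage genes (11 of 12) -0.46 and -0.23 (0.992 for both), proliferation genes (16 of 20) -0.14 and -0.09 (0.886 and 0.992), interferon response genes (16 of 16) -0.05 and 0.00 (0.992 for both) and thrombocyte genes (9 of 10) -0.0045 and -0.08 (0.992 for both). Adjusted over the list alone, 2 heterophil genes passed after BS and 2 after BV, 3 and 2 NF-kB response genes, and 0 genes of the other lists named here, with 0 over all genes for each of them. With the block, the erythrocyte list had adjusted p of 0.0082 and 0.0184, the heterophil list 0.0034 and 0.0029 and the NF-kB response list 0.0082 and 0.0297. In that fit, adjusted over the list alone, 6 and 4 erythrocyte genes passed after BS and BV (3 and 2 over all genes), 3 and 3 heterophil genes (2 and 2), 5 and 4 NF-kB response genes (2 and 2), 2 and 1 monocyte or macrophage genes (1 and 1), 1 and 0 proliferation genes (1 and 0), 1 and 0 interferon response genes (0 and 0) and 0 thrombocyte genes. Within the erythrocyte list HBBA had 1718 normalized counts after BS, 1618 after BV and 883 in the control, and EPB42 had 12.9, 13.4 and 13.1. Within the heterophil list MMP9 had 72.1, 73.2 and 23.7, and CSF3R 214, 199 and 235.

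After conA the NF-kB response list had a median log2 FC of 0.43 (fry, adjusted p = 0.0059, 12 of 13 genes higher, 6 genes adjusted over the list alone and 3 over all genes). With an estimated correlation in camera its adjusted p was 0.0518. The T cell list had 0.07 (0.236, 3 genes over the list alone and 2 over all), the proliferation list 0.17 (0.342, 4 and 1), the interferon response list -0.36 (0.381, 1 and 1), the B cell list 0.21, the erythrocyte list 0.01, the heterophil list -0.19 and the monocyte or macrophage list -0.05 (0.992 for these 4, with 1 and 1 genes for the last and 0 for the others). With the block the interferon response list had a median of -0.27 and an adjusted p of 0.0425, with 7 genes adjusted over the list alone and 3 over all genes. The blocked values of the T cell and interferon response lists after conA had an adjusted p of 0.0665 and 0.0425 with the labels as given, and of 0.0291 and 0.0270 with the conA numbers 3 and 5 exchanged (fry). Between BS and BV the adjusted p from fry was 0.992 for every list. With the preset correlation of camera the monocyte or macrophage list had 0.0252 there, which was 0.781 with an estimated correlation and 0.170 with the block (fry).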
